# DNA methylation underpins the epigenomic landscape regulating genome transcription in *Arabidopsis*

**DOI:** 10.1186/s13059-022-02768-x

**Published:** 2022-09-20

**Authors:** Lun Zhao, Qiangwei Zhou, Li He, Li Deng, Rosa Lozano-Duran, Guoliang Li, Jian-Kang Zhu

**Keywords:** DNA methylation-free plant, Histone modification, Chromatin state

## Abstract

**Background:**

It is challenging to determine the effect of DNA methylation on the epigenetic landscape and the function in higher organisms due to the lack of DNA methylation-free mutants.

**Results:**

Here, the analysis of a recently generated *Arabidopsis* mutant completely devoid of DNA methylation reveals that DNA methylation underpins the genome-wide landscape of histone modifications. Complete loss of DNA methylation causes an upheaval of the histone modification landscape, including complete loss of H3K9me2 and widespread redistribution of active and H3K27me3 histone marks, mostly owing to the role of DNA methylation in initiating H3K9me2 deposition and excluding active marks and repressive mark H3K27me3; CG and non-CG methylation can act independently at some genomic regions while they act cooperatively at many other regions. The transcriptional reprogramming upon loss of all DNA methylation correlates with the extensive redistribution or switches of the examined histone modifications. Histone modifications retained or gained in the DNA methylation-free mutant serve as DNA methylation-independent transcriptional regulatory signals: active marks promote genome transcription, whereas the repressive mark H3K27me3 compensates for the lack of DNA hypermethylation/H3K9me2 at multiple transposon families.

**Conclusions:**

Our results show that an intact DNA methylome constitutes the scaffolding of the epigenomic landscape in *Arabidopsis* and is critical for controlled genome transcription and ultimately for proper growth and development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02768-x.

## Background

DNA methylation (5-methylcytosine) is crucial for the control of transposon activity and gene expression [1–5]. DNA methylation in plants occurs in three sequence contexts: CG, CHG, and CHH (H = A, T, or C) [6]. CG methylation is catalyzed by MET1 (ortholog of mammalian DNMT1) [1, 6, 7], while four DNA methyltransferases are collectively responsible for non-CG methylation [8]: the chromomethylases CMT2 and CMT3 for CHG [1, 9] and DRM1/2 (orthologs of mammalian DNMT3) and CMT2 for CHH [8, 9]. De novo DNA methylation is mediated by DRM2 through the RNA-directed DNA methylation pathway [3, 6, 10, 11]. Methylation of CG and non-CG occurs interdependently in many contexts [9, 12]. Both CG methylation and non-CG methylation are present in transposable elements (TEs), whereas CG-only methylation is prevalent in gene bodies [6, 13].

DNA methylation and histone modifications constitute the epigenomic landscape that determines transcriptional activities [14, 15]. The availability of some DNA methylation-related mutants has paved the way for our understanding of the interplay between DNA methylation and histone modifications in *Arabidopsis* [16]. Disruption of MET1 results in loss of CG methylation throughout the genome [9] and causes ectopic gain of H3K9me2 (histone H3 lysine 9 dimethylation) and H3K27me3 (histone H3 lysine 27 trimethylation) [17]. In *drm1 drm2 cmt2 cmt3* (*ddcc*) quadruple mutant plants, in which non-CG methylation is completely lost, H3K9me2 was reportedly strongly reduced [8]. Non-CG methylation and H3K9me2 reinforce each other through a feedback loop: methylated CHG and CHH recruit the H3K9-specific methyltransferases SUVH4, SUVH5, and SUVH6, and in turn, H3K9me2 facilitates CMT3 and CMT2 function to methylate DNA in the CHG and/or CHH context [8, 18–20]. The histone acetyltransferase IDM1 is required for the DNA demethylase ROS1 to remove DNA methylation in some genomic regions [3, 21]; histone deacetylase 6 (HDA6) interacts with MET1, which methylates DNA [22, 23]; alterations in other histone marks (including H3K36me3, H3K27me1, H3K4me3, and H3K27me3) do not have a notable impact on DNA methylation [9]. Moreover, DNA methylation has a profound impact on chromatin accessibility [24, 25]. However, the inability to generate plant materials completely devoid of DNA methylation [26, 27] has precluded a comprehensive analysis of the extent of contribution of DNA methylation to chromatin states, and how these states ultimately influence gene expression.

Here, by integrating genome-wide DNA methylation and histone modification marks, as well as transcriptional profiling in wild type (Col-0), *met1*, *ddcc*, and the quintuple mutant *mddcc* (*met1 drm1 drm2 cmt2 cmt3*) *Arabidopsis* plants, we determined the impact of complete loss of DNA methylation on the histone modification landscape and the relative contributions of CG and non-CG methylation to this landscape. We found that DNA methylation negatively affects the presence of active marks as well as the repressive mark H3K27me3 but is an essential precondition for H3K9me2 deposition. Importantly, our results suggested critical roles of different histone modifications in genome-wide transcriptional regulation in the absence of DNA methylation, unveiling that active marks promote genome transcription, whereas the repressive mark H3K27me3 compensates for the lack of DNA hypermethylation/H3K9me2 at multiple transposon families throughout the genome. Together, our results provide comprehensive insights into the crucial contribution of DNA methylation in shaping the chromatin states to ensure appropriate transcriptional control in plants.

## Results

### Epigenome and transcriptome profiling of DNA methylation-free *Arabidopsis*

To completely eliminate DNA methylation, we recently generated the quintuple mutant *mddcc* (*met1 drm1 drm2 cmt2 cmt3*), in which all reported DNA methyltransferases were mutated [28]. As expected, almost all CG and non-CG methylation is eliminated in *met1* and *ddcc*, respectively, revealed by examinations of both two- [28] and five-week-old mutant plants (Additional file 1: Fig. S1) used in this study; DNA methylation in all contexts is completely eliminated in *mddcc* mutant, which grew extremely slowly and failed to flower [28] (Fig. 1a).

**Fig. 1:**
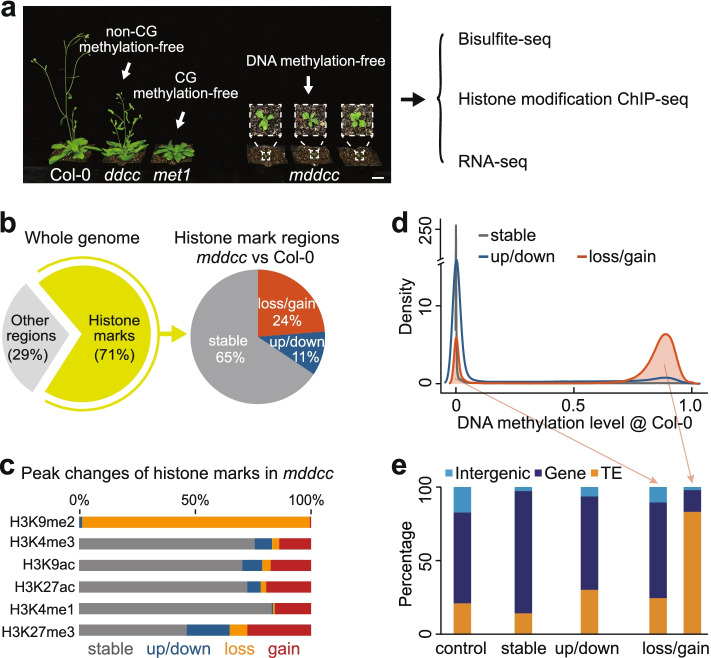
Complete loss of DNA methylation causes upheaval of the histone modification landscape. **a** Wild type (Col-0), *ddcc* (*drm1 drm2 cmt2 cmt3*), *met1*, and *mddcc* (*met1 drm1 drm2 cmt2 cmt3*) mutant plants and data generation in this study. Five-week-old plants are shown. Bar, 2 cm. **b** Changes of histone modifications in *mddcc* compared to the wild type. Six representative histone marks (H3K4me3, H3K9ac, H3K27ac, H3K4me1, H3K27me3, and H3K9me2) were investigated. These marks occupied 71% of the wild type and/or *mddcc* genome (left panel) and were divided into three categories based on their behavior in the mutant: loss/gain, up/downregulated, and stable/unchanged (right panel). **c** Peak changes of the indicated histone marks in *mddcc* compared with the wild type. **d** Distribution of DNA (CG) methylation levels in the wild type for the three categories of histone modification regions in (**b**). **e** Genomic distribution of the indicated categories in (**d**). The loss/gain category was divided into two sub-categories based on DNA methylation levels

We employed enhanced ChIP-seq (eChIP-seq) [29] and RNA-seq to generate the genome-wide profiles of six representative histone modifications (H3K4me3, H3K9ac, H3K27ac, H3K4me1, H3K27me3, and H3K9me2), RNA Polymerase II (RNAPII), and transcriptomes in wild type (Col-0), *ddcc*, *met1*, and *mddcc* plants (Additional file 2: Table S1). 

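Of the RNA-seq data, 12 processed files were analysed here, 3 each labelled as 2-week-old *met1*, 5-week-old Col-0, 5-week-old *ddcc* and 5-week-old *met1*. Col-0 is the wild-type accession, *met1* lacks the methyltransferase that maintains CG methylation, and *ddcc* lacks DRM1, DRM2, CMT2 and CMT3, which methylate non-CG sites. The eChIP-seq libraries, the *mddcc* libraries and the 2-week-old Col-0 and *ddcc* libraries were not analysed here. The labels name young shoots at 2 weeks and mature leaves at 5 weeks, whereas the methods name the aerial part, without the inflorescence at 5 weeks. The authors trimmed the paired-end reads with Fastp, mapped them to TAIR10 with Hisat2, removed reads with a mapping quality under 30 and counted reads per gene with HTSeq-count. The deposited values are log2 of the reads per gene divided by a size factor of the library, plus 1. After the log was undone, the values in each library were whole multiples of 1 step, with a largest deviation of 6.9e-08 reads, so the reads per gene were recovered. In the 6 files of 5-week-old Col-0 and *ddcc*, the size factors equalled the median of ratios of these 6 libraries over the 18804 genes with reads in all of them, and each of the 23151 listed genes had at least 2 reads over the 6 libraries. The 2-week-old *met1* files came from a table normalized separately. It listed 23385 genes, of which 539 had 0 reads in all 3 libraries. TE genes carry a suffix in the files' gene identifiers, and 2017 of them were listed over all files.

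The 3 files labelled as 5-week-old *met1* held the reads of Col-0. At each of the 22607 genes shared with the Col-0 file of the same replicate number, the reads were identical, and the column header of all 3 files names Col-0. Among Col-0 libraries, replicates 1 and 2 had identical reads at 48 of the 8158 genes with at least 100 reads in replicate 1. Each of these files was therefore counted as the same sample as its Col-0 counterpart and was used for no *met1* value, which left 9 libraries with reads of their own.

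The 5-week-old *ddcc* and Col-0 libraries were compared with limma on the deposited log2 values, over the 17005 genes that passed a filter of about 10 reads in at least 3 libraries. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change over 1, the thresholds of the methods. Fold changes on this scale understate the change of genes with few reads. The 2-week-old *met1* libraries had no wild type of their age among the files, so their values were described and not tested. The mutated genes were counted in each library. MET1 (chromosome 5, 19932114 to 19938470 in TAIR10.1) had 292, 260 and 447 reads in 2-week-old *met1*, or 352 ± 33.3 normalized reads (SD, n = 3), against 51.0 ± 7.99 in 5-week-old Col-0 and 86.1 ± 21.8 in 5-week-old *ddcc*. The *met1* values were normalized separately and come from younger plants, so reads on MET1 did not show the loss of the gene and could not check this label. At 5 weeks, DRM2 (chromosome 5, 4715105 to 4718704) had 59.8 ± 11.2 normalized reads in Col-0 and 21.6 ± 11.7 in *ddcc* (SD, n = 3 each). CMT3 (chromosome 1, 26248118 to 26253687) had 45.9 ± 3.06 and 35.7 ± 3.88 normalized reads. CMT2 (chromosome 4, 10414428 to 10421265) had 122 ± 17.7 in Col-0 and 182 ± 10.1 in *ddcc*. At all 3 genes the *ddcc* libraries lay beyond the Col-0 libraries, lower at DRM2 and CMT3 and higher at CMT2, where chance gives 10% for a single gene. The same held for 40.6% of the tested genes, so this separation alone does not mark the mutated genes. None of these 3 genes passed the DEG thresholds in this comparison. DRM2, with a log2 fold change of -1.56 (standard error 0.38, adjusted p = 0.017, limma with Benjamini-Hochberg adjustment; from 0.0026 to 0.073 over the alternatives), passed them with total counts as the only scaling and with the replicate number as a block. DRM1 (chromosome 5, 4991347 to 4994924) had at most 1 read in each library of either line.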

H3K4me3, H3K9ac, and H3K27ac are associated with active promoter regions; H3K4me1 is associated with transcribed regions; H3K27me3 is deposited by Polycomb group proteins and is associated with facultative heterochromatin; and H3K9me2 is associated with constitutive heterochromatin [29–31]. Experiments were performed using five-week-old *mddcc* plants (2-week-old *mddcc* plants were too small to collect enough materials for the experiments) and both 2-week-old (more similar to 5-week-old *mddcc*) and 5-week-old plants for Col-0, *ddcc*, and *met1*. Collectively, 140 high-quality datasets were generated (Additional file 2: Table S1). 

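Reads counted on genes ranged from 10105057 to 12986454 in 2-week-old *met1* (median 12426707), from 10864795 to 13336989 in 5-week-old Col-0 (median 12944833) and from 12234618 to 13989374 in 5-week-old *ddcc* (median 12419947). The smallest share that 3 reads can show at this depth lay between 0.214 and 0.297 reads per 1000000 reads. The paper's Table S1 gives uniquely mapped reads, which are a larger number. They lay from 26882857 in Col-0 replicate 1 to 37009854 in 2-week-old *met1* replicate 1. For each 100 of these, between 33.6 and 41.8 were counted on genes. The reads are paired-end, and whether both numbers count single reads or pairs was not checked. The ratio therefore need not be the share of reads that fell on genes. Plastid genes took 57.7% ± 0.919 of the counted reads in *met1*, 58.8% ± 0.913 in Col-0 and 65% ± 0.744 in *ddcc* (SD, n = 3 each). Every *ddcc* library lay above every Col-0 library, the largest separation that 3 against 3 allows. Reads on nuclear genes therefore numbered 4766881 ± 399090 in Col-0 and 4167118 ± 322618 in *ddcc*. Mitochondrial genes took between 2.37% and 2.79% of the reads in these 9 libraries. TE genes took 1.16% ± 0.0135 of the reads in 2-week-old *met1*, 0.0706% ± 0.00232 in 5-week-old Col-0 and 0.175% ± 0.00838 in 5-week-old *ddcc*.

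Replicates were compared across genes with at least 20 reads over the pair, and genes are not independent replicates. Pearson's r of the log2 values lay between 0.967 and 0.977 for *met1*, between 0.962 and 0.982 for Col-0 and between 0.971 and 0.975 for *ddcc*. Each pair of libraries within these 3 groups differed by more than counting error. The chi-square statistic of the reads per degree of freedom, which is about 1 for repeat draws from the same library, was 3.74 for the closest pair, *met1* replicates 1 and 2, and 22.8 for the most distant pair, *met1* replicates 2 and 3. This sets repeat reads of the same library aside but does not tell separate plants from separate preparations of the same RNA. The libraries were counted as 3 replicates in each group, as labelled.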

Given the similar histone modification patterns observed in two- and five-week-old plants (Additional file 1: Fig. S2), we used the former for subsequent analyses.

### Upheaval of the histone modification landscape in the *mddcc* mutant

A total of ~71% of the *Arabidopsis* genome was modified by histone marks in both the wild type and *mddcc* (Fig. 1b). Detailed analyses revealed that ~35% of the histone-modified regions was variable in *mddcc*, either through loss/gain (24%) or through up/downregulation (11%) of histone modifications (Fig. 1b). The loss/gain category involved all types of histone marks, including complete loss of the heterochromatin mark H3K9me2 in *mddcc* (see below), whereas the up/downregulated and stable (unchanged) categories mainly involved active marks and the repressive mark H3K27me3 (Fig. 1c). Accordingly, the former category exhibited different genomic properties from the latter two categories. Loss/gained histone marks were mainly located in heavily DNA methylated genomic regions in the wild type background, preferentially targeted transposable elements (TEs), and were enriched in pericentromeric heterochromatin (Fig. 1d, e, and Additional file 1: Fig. S3). In contrast, stable/unchanged histone marks, as well as those up-/down-regulated marks, were mostly distributed in low methylation genomic regions and gene regions (including promoters) (Fig. 1d, e). Collectively, our data indicate that DNA methylation has a profound effect on the histone modification landscape.

### Impact of DNA methylation on H3K9me2

We explored the effect of DNA methylation on H3K9me2. First, we evaluated the impact of total DNA methylation on the genome-wide distribution of H3K9me2. Compared to more than 4000 H3K9me2 loci called in the wild type (Additional file 1: Fig. S4; see Methods), only a few dozen H3K9me2 loci were identified in *mddcc* (Fig. 2a, type VII and VIII). With careful scrutiny, we found that the H3K9me2 signals in *mddcc* were noise based on the genome browser views (Additional file 1: Fig. S5, S6): similar signals were observed in both the H3K9me2 ChIP and input (control), and their peak intensities were extremely low. Consistent with this notion, high transcript levels were detected at these H3K9me2 loci in *mddcc*, indicating that these loci are active genomic regions rather than inactive/heterochromatic regions. All 15 annotated H3K9 methyltransferase genes (*SUVH1–10* and *SUVR1–5*) [32–34] had similar transcript levels and epigenetic patterns in *mddcc* and wild-type plants (Additional file 1: Fig. S7), ruling out the possibility that differences in the expression of these enzymes caused the observed effects on genome-wide H3K9me2 distribution. Thus, we concluded that complete loss of DNA methylation results in full loss of H3K9me2 genome-wide. H3K9me2 is preferentially located in heavily DNA methylated genomic regions in the wild type [30, 32] (Fig. 2b, c; Additional file 1: Fig. S8a, S8b), supporting that heavy DNA methylation is a pre-requisite for H3K9me2 deposition.

**Fig. 2:**
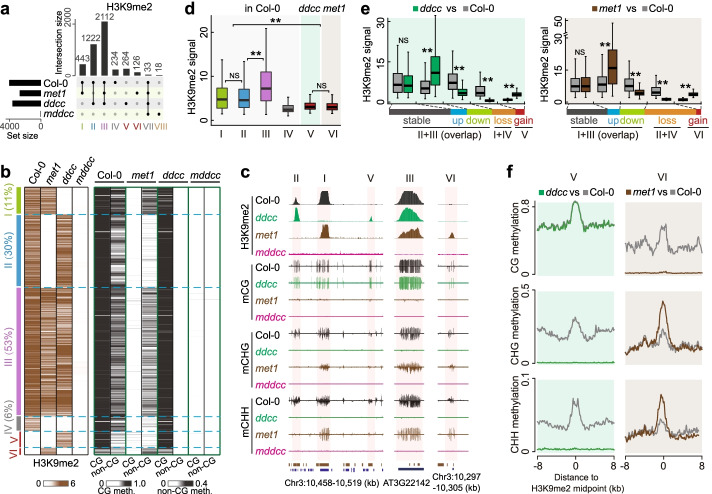
Dissecting the relative contributions of CG and non-CG methylation to the H3K9me2 pattern. **a** Upset plot displaying the number of unique and overlapping H3K9me2 loci between the wild type and indicated mutants. Bars represent the intersection size for overlapping H3K9me2 loci between Col-0, *met1*, *ddcc*, and *mddcc*. Numbers (> 10) of H3K9me2 loci in different subgroups are shown. All H3K9me2 loci were classified into eight types as indicated. **b** Heatmaps of H3K9me2 levels and DNA methylation enrichments of the indicated H3K9me2 types in (**a**). The number of H3K9me2 loci in the wild type is defined as 100%, and the percentages of type I–IV are shown. **c** Representative examples of H3K9me2 changes caused by DNA methylation loss. **d** Peak intensities of the indicated H3K9me2 types in different genotypes. **e** H3K9me2 intensities of the indicated categories in *ddcc* (left) and *met1* (right) compared with the wild type. The horizontal column at the bottom shows the proportion of H3K9me2 in different categories. Boxplots in **d** and **e** include a median with quartiles and outliers above the top whisker. The statistical analysis was performed using two-side Wilcoxon test. NS, no significant difference. **p < 2.2e−16 from Wilcoxon test. **f** Distribution of DNA methylation at the H3K9me2 loci gained in *ddcc* (type V) and *met1* (type VI) compared with the wild type

Next, we dissected the relative contribution of CG and non-CG methylation to the distribution of H3K9me2 using *ddcc*, *met1*, and *mddcc* mutants. Compared with the wild type, ~11% (type I) and ~30% (type II) of H3K9me2 loci were lost specifically in *ddcc* and *met1*, respectively; only ~6% (type IV) were lost in both *ddcc* and *met1* (Fig. 2a–c; Additional file 1: Fig. S8a). Considering the interdependence of CG and non-CG methylation [9], we confirmed that most of the Type IV H3K9me2 loci were controlled by either CG or non-CG methylation based on the combined patterns of CG and non-CG methylation changes in *ddcc* and *met1* mutants (Additional file 1: Fig. S8a, S8c). These results indicate that CG methylation has a greater effect on H3K9me2 at these loci than non-CG methylation. In contrast, ~53% (type III) of H3K9me2 loci were lost in *mddcc* specifically, but were retained in both *ddcc* and *met1* (Fig. 2a–c). Type III H3K9me2 loci exhibited the highest H3K9me2 abundance in the wild type (Fig. 2d) and were preferentially enriched in Gypsy retrotransposons (Additional file 1: Fig. S8d). Collectively, our data indicate that CG and non-CG methylation independently regulate H3K9me2 distribution at some loci while they cooperatively regulate H3K9me2 distribution at many more loci.

Both CG methylation and non-CG methylation have a large impact on the abundance of H3K9me2 retained in *ddcc* and *met1* mutants. Compared with the wild type, approximately ~28% and ~30% of up/downregulated H3K9me2 loci were observed in *ddcc* and *met1*, respectively (Fig. 2a, e). These H3K9me2 loci include both upregulated and downregulated regions (Fig. 2e), suggesting that DNA methylation can impact H3K9me2 through different mechanisms.

Interestingly, we found that some genomic regions gained ectopic H3K9me2 in *ddcc* and *met1* (hereafter referred to as type V and VI loci, respectively) (Fig. 2a–c). Both type V and VI loci exhibited lower H3K9me2 levels compared with type I–III loci (Fig. 2c–e). There was no significant difference in the CG methylation levels of Type V H3K9me2 loci between *ddcc* and the wild type, both showing high DNA methylation (Fig. 2b, c, f); Type V H3K9me2 loci may arise as a result of the strong downregulation of the H3K9 demethylase *IBM1* [35] in *ddcc* (Additional file 1: Fig. S9). Type VI H3K9me2 loci, gained in *met1*, displayed increased levels of both CHG and CHH methylation, similar to those at the loci displaying H3K9me2 in the wild type, at individual loci as well as in a genome-wide manner (Fig. 2b, c, f; Additional file 1: Fig. S8a, S8d). This result indicates that high non-CG methylation is required for the deposition of H3K9me2 and the feedforward loop between non-CG methylation and H3K9me2 [17, 32] is active at type VI loci in a CG methylation-independent manner.

Overall, these results demonstrate that heavy DNA methylation plays an important role in determining the genome-wide distribution of H3K9me2, which can be independently, redundantly, or interdependently regulated by CG and non-CG methylation. At least four mechanisms function to establish H3K9me2, depending on CG methylation only, non-CG methylation only, CG or non-CG methylation, and both CG and non-CG methylation; therefore, the interplay between DNA methylation and H3K9me2 goes beyond the well-known feedback regulatory loop between non-CG methylation and H3K9me2.

### Heavy DNA methylation repels active marks, H3K27me3, and H3K4me1

The DNA methylation-free mutant plants also displayed genome-wide gain of active marks, H3K27me3, and H3K4me1, involving ~18% of modified histone regions and 8599 loci (Fig. 1c). To investigate the relationship between DNA methylation and these histone marks, we first assessed their correlation in the wild type. As expected, we found that DNA methylation was generally excluded from regions where active marks or H3K27me3 was deposited (Fig. 3a). In contrast, regions without active marks or H3K27me3 frequently showed heavy DNA methylation (Fig. 3a). H3K4me1-modified regions were also associated with lower DNA methylation levels compared to H3K4me1-unmodified regions (simulation) (Fig. 3a). Thus, active marks, H3K27me3, and H3K4me1 show anti-correlation with heavy DNA methylation, in agreement with previous results [29, 31, 36, 37].

**Fig. 3:**
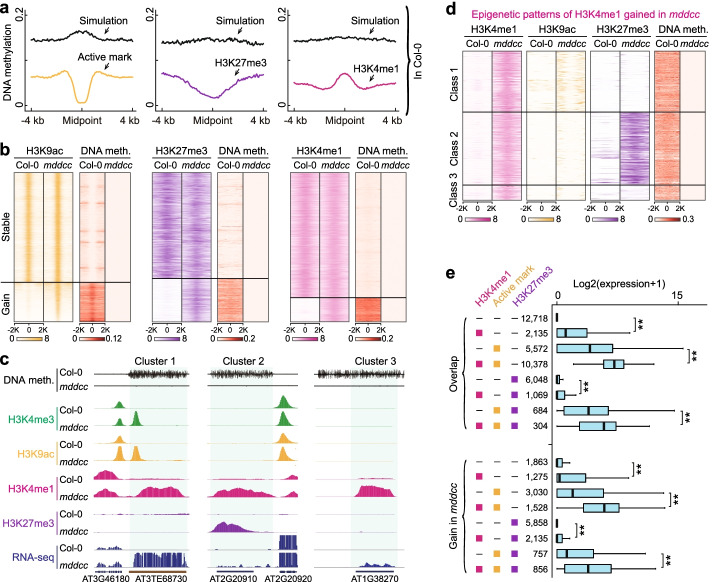
High levels of DNA methylation repel active marks, H3K27me3, and H3K4me1. **a** Association of DNA methylation surrounding the indicated histone modifications in the wild type. In our simulation, un-modified regions were uniformly sampled as simulated peaks, and the lengths of the simulated peaks follow the similar length distribution of the real peaks. **b** Heatmap of the indicated histone modification categories and DNA methylation changes in the wild type and *mddcc*. **c**, **d** Epigenetic patterns of H3K4me1 loci gained in *mddcc* and representative examples. These H3K4me1 loci were classified into three clusters: cluster 1, H3K4me1-H3K9ac/active cluster; class 2, H3K4me1-H3K27me3 bivalent cluster; class 3, H3K4me1 only cluster. **e** Expression levels of genes/TEs marked by different histone modifications in *mddcc*. “-” indicates absence. Each histone modification combination is divided into two groups: stable between *mddcc* and the wild type and gain in *mddcc*. The numbers indicate the sample size used in the analysis. Boxplots include a median with quartiles and outliers above the top whisker. The statistical analysis was performed using two-side Wilcoxon test. **p < 2.2e−16 from Wilcoxon test

Furthermore, both individual loci and genome-wide analyses indicated that regions with active marks, H3K27me3, or H3K4me1 gained in *mddcc* and/or *met1* were pre-marked with a high level of DNA methylation in the wild type (Fig. 3b, c; Additional file 1: Fig. S10). Previous studies found that some genomic loci were specifically marked by H3K27me3 in the endosperm, whereas these loci were modified by DNA methylation in vegetative tissues [38]. Collectively, these results demonstrate that heavy DNA methylation prevents the deposition of active marks, H3K27me3, and H3K4me1, and reinforce the notion that a state of low or no DNA methylation is required for the establishment of these histone modifications.

Next, we focused on H3K4me1-associated chromatin states. We found that H3K4me1 was usually accompanied by H3K4me3 and/or H3K27me3 (class1 and 2), a trend that was more pronounced in regions where these marks were gained in *mddcc* (Fig. 3c, d). We used ChromHMM [39] to segment the genome of each genotype into 12 chromatin states (CS) based on the combinatorial patterns of histone marks and RNAPII occupancy (Additional file 1: Fig. S11). Notably, H3K4me1-H3K27me3 (CS8), a novel bivalent chromatin state recently discovered in *Brassica napus* [37], was widely distributed across the *Arabidopsis* genome (Additional file 1: Fig. S11). Compared with the classic bivalent state H3K4me3-H3K27me3 (CS4, covering ~1.5–1.8% of the genome), H3K4me1-H3K27me3 accounted for a larger genome proportion in the wild type (2.6%) and *mddcc* (6.1%) and was enriched in gene bodies as well as TE regions with low transcript levels (Additional file 1: Fig. S11). These results suggest that H3K4me1-H3K27me3 is a predominant bivalent state in dicotyledons, unlike that in monocotyledons such as rice [29].

To better understand the role of H3K4me1 in transcriptional regulation, we examined the expression of genes/TEs harboring different combinations of histone marks in *mddcc*. Each histone modification combination was divided into two groups: retained in *mddcc* and gained in *mddcc* (Fig. 3e). We obtained similar results in these two groups. In contrast to the genes/TEs without histone marks, which showed low or no expression, the genes/TEs marked with H3K4me1 only showed relatively high expression, which was nevertheless lower than that of genes/TEs marked with H3K4me3 only (Fig. 3e). Moreover, compared with genes marked with H3K4me3 only, H3K27me3 only, or both, the expression levels of genes marked with H3K4me1 in addition to these marks were significantly higher (Fig. 3e). Taken together, these observations suggest that H3K4me1 is an active mark, albeit weaker than H3K4me3, and that it has an effect in promoting transcription together with other active marks.

### Complete loss of DNA methylation causes extensive switches of chromatin states

To investigate histone modification switches between *mddcc* and the wild type, we defined four categories of chromatin states: active (marked with H3K4me3, H3K9ac, H3K27ac, or H3K4me1), H3K9me2, H3K27me3, and quiescent (without the detected histone marks). Although the chromatin can switch between different states, we found that most conversions were from H3K9me2 and quiescent to active or H3K27me3 (Fig. 4a–d), consistent with the complete loss of H3K9me2 in *mddcc*. Further analysis revealed that the heterochromatin state (CS11) exhibited the highest variability within TEs, changing from heterochromatin to active or H3K27me3 state, while the classic bivalent (CS4) and quiescent (CS12) states switched to a H3K27me3 state (CS10) (Fig. 4c, e, f). Thus, histone modification conversions are extensive and directional at specific genomic regions following loss of DNA methylation.

**Fig. 4:**
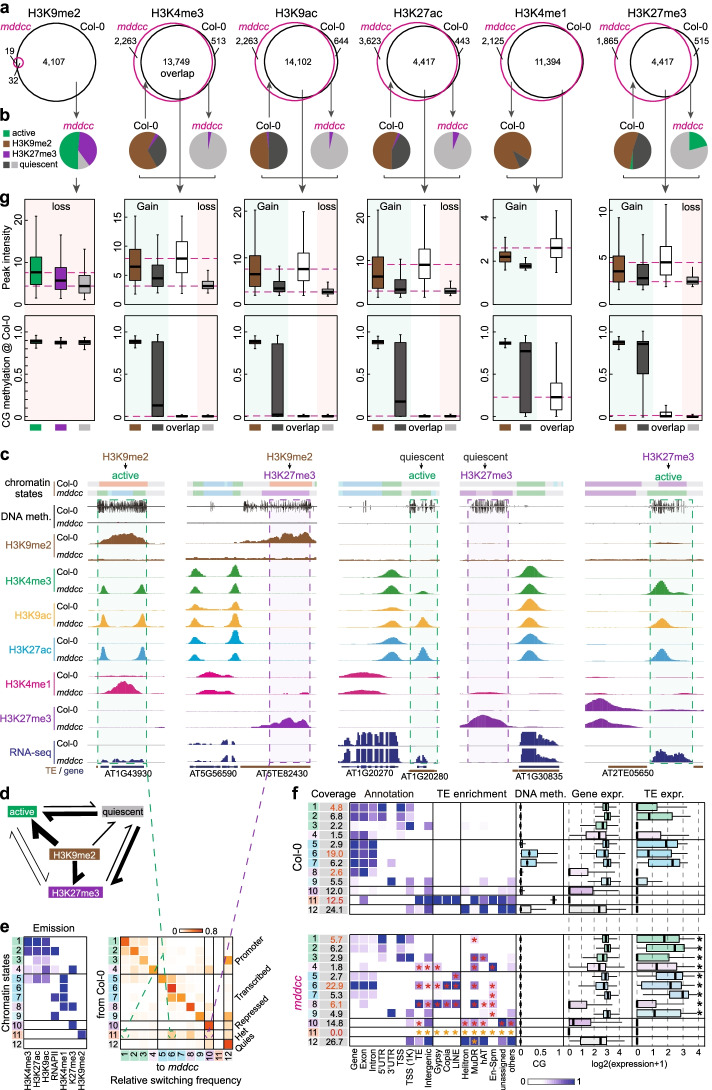
Complete loss of DNA methylation causes extensive conversions of histone modifications. **a** Overlap of histone modifications in *mddcc* and the wild type. **b** Conversion patterns of histone modifications between *mddcc* and the wild type. **c** Examples of histone modification conversions. **d** Histone modification conversion model. The line thickness is proportional to the switching frequency. **e** Composition (emission probability) of six histone modifications and RNA polymerase II (RNAPII) occupancy, and ratio of the observed probability that a region switches from one chromatin state (row, the wild type) to another (column, *mddcc*). **f** Properties of chromatin states defined in *mddcc* and the wild type. Red and yellow asterisks indicate higher and lower enrichments in *mddcc* than in the wild type, respectively. Black asterisks indicate a significant difference in the expression of TEs in the same chromatin state between *mddcc* and the wild type. *p < 0.001 from Wilcoxon test. **g** Peak intensity and DNA methylation of the indicated categories in (**a** and **b**)

The stable active marks or the repressive mark H3K27me3 in *mddcc* and the wild type exhibited the highest peak intensities, whereas the variable marks, especially those lost in the mutant, displayed low peak intensities (Fig. 4g). Newly gained active marks as well as H3K27me3 in *mddcc* mainly switched from the H3K9me2 or quiescent regions that exhibited high DNA methylation in the wild type (Fig. 4g). Thus, heavy DNA methylation, regardless of its association with H3K9me2, plays an important role in regulating the deposition of active marks and the repressive mark H3K27me3, consistent with the concept that the binding affinities of histone modification-related enzymes and transcription factors can be regulated by changes in the DNA methylation state at specific loci [40–42].

### Contribution of CG and non-CG methylation to chromatin state switches

To elucidate the relative contribution of CG and non-CG methylation to the histone modification landscape, we performed a comprehensive epigenomic analysis in *ddcc*, *met1*, and *mddcc*. Among the three mutants, *ddcc* had the least changes in active marks and the repressive mark H3K27me3, while *met1* had less changes compared with *mddcc*, consistent with the partial loss of H3K9me2 in *ddcc* and *met1* and total loss of H3K9me2 in *mddcc* (Fig. 5a). Compared with the total loss of H3K9me2 in *mddcc*, more than half of the active marks (~75%-82%) and H3K27me3 (~59%) was retained in all three mutants (Fig. 5b). This suggests that DNA methylation has a strong but relatively smaller effect on the distribution of active marks and H3K27me3 than H3K9me2 at the genome-wide level. There were thousands of ectopic active marks and H3K27me3 in the DNA methylation mutants (Fig. 5a). These ectopic marks were mainly enriched in two categories, “gain in both *met1* and *mddcc*” and “gain in *mddcc* only” (Fig. 5b, c), and thus were mainly affected by CG methylation and total C methylation. Collectively, our results suggest that CG and non-CG methylation independently regulate the chromatin state switches in some genomic regions but cooperatively regulate such switches in some other genomic regions.

**Fig. 5:**
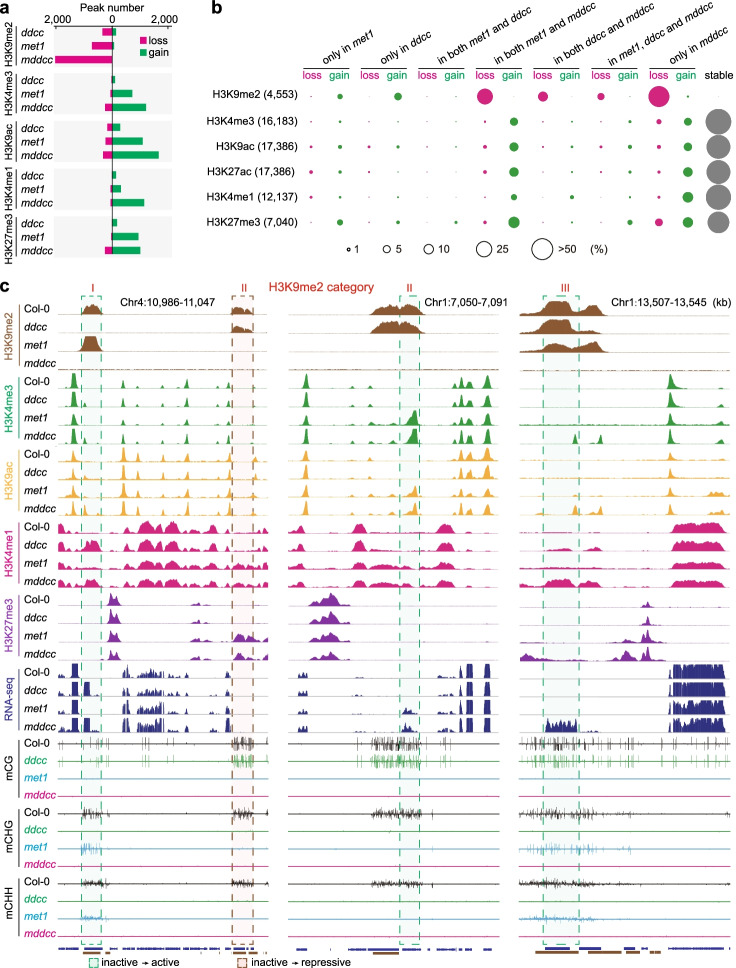
Dissecting the contribution of CG and non-CG methylation to the epigenomic landscape. **a** Numbers of changes of histone modification loci in *ddcc*, *met1*, and *mddcc* compared with the wild type. **b** Percentages of histone modification loci impacted by the indicated genotypes. The total number for a histone modification is the sum of the histone modification sites in the wild type and mutants. “Stable” indicates that the histone modifications retained in the mutants were similar to those in the wild type. The percentages of changes in a histone modification are represented by the area of the circle. **c** Representative examples of histone modification switches in the indicated genotypes. H3K9me2 categories were defined in Fig. 2a

### Role of histone modifications in regulating gene expression in the absence of DNA methylation

Next, we explored the relationship between histone modifications and gene expression in the DNA methylation-free mutants. Except for a few genes marked by H3K9me2 in the wild type but not in *mddcc* (cluster 5), the majority of the genes were similarly marked in both *mddcc* and the wild type with active marks and/or H3K27me3 (clusters 1–3) (Fig. 6a). The relationship between histone modification patterns and gene expression levels for each cluster in *mddcc* is similar to that in the wild type (Fig. 6a). For example, in the DNA methylation-free mutant, genes containing active histone marks still tended to be highly expressed (cluster 1), bivalent marks correlated with moderately expressed genes (cluster 2), and H3K27me3 remained a repressive mark for silent genes (cluster 3) (Fig. 6a). No significant difference was detected in the expression of genes with stable histone modification patterns between *mddcc* and the wild type (Fig. 6b). Furthermore, most loci in which histone modifications remained stable in *mddcc* displayed similar expression levels in the wild type and *mddcc*, regardless of DNA methylation (Fig. 6c; Additional file 1: Fig. S12, S13). These results suggest that histone modifications exert similar effects on the regulation of gene expression in the wild type and *mddcc*. Collectively, our data indicate that histone modifications retained in DNA methylation-free plants, mainly active marks and H3K27me3, serve as DNA methylation-independent regulatory systems for gene transcription.

**Fig. 6:**
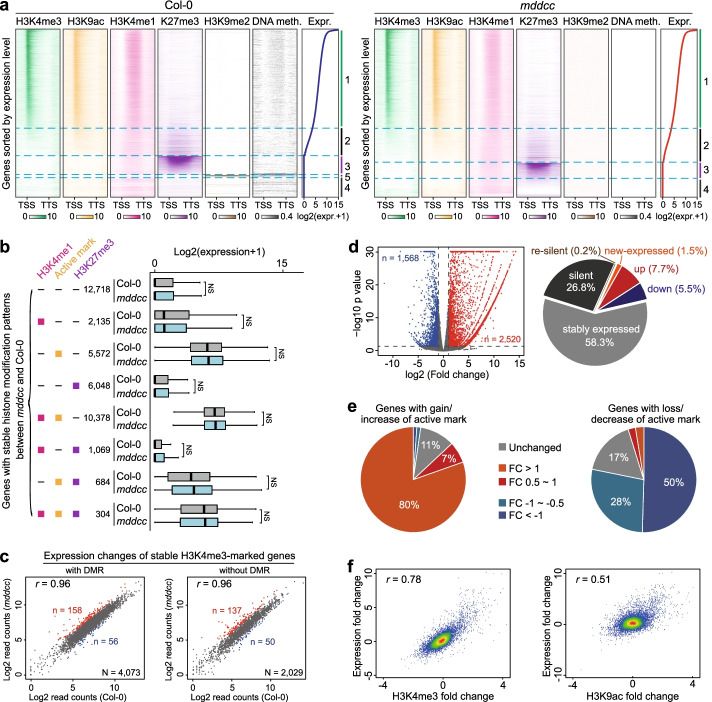
Role of histone modifications in the regulation of the expression of protein-coding genes in the absence of DNA methylation. **a** Distribution of epigenetic mark signals across the body (± 1 kb) of all protein-coding genes in the wild type and *mddcc*. Genes were sorted based on levels of expression, and genes with no detectable expression were sorted by H3K27me3 and H3K9me2 levels in the wild type (left panel) and *mddcc* (right panel), respectively. **b** Expression levels of genes with stable/unchanged histone modification patterns between the wild type and *mddcc*. Gene expression was standardized with TMM. **c** Dot plot depicting transcriptional changes in genes marked by stable H3K4me3 associated with or not associated with differentially methylated regions (DMR) in *mddcc* and the wild type. **d** Numbers and percentages of differentially expressed genes in *mddcc* compared with the wild type. **e** Expression fold change of genes with gain/increase and loss/decrease of active marks in *mddcc*. **f** Correlations of log2-fold change in gene expression and histone marks between *mddcc* and the wild type

The number of differentially expressed genes was much larger in *mddcc* (4088; ~15%) compared with *ddcc* (545; ~2%) and *met1* (883; ~3%) (Fig. 4d; Additional file 1: Fig. S14a), suggesting that while CG methylation and non-CG methylation can regulate genome transcription independently, they cooperatively regulate many more genes. Most of these expression changes correlated with the corresponding changes in histone modifications: 71% of the upregulated genes were associated with gain/increase of active marks or loss/decrease of H3K27me3, while 64% of the downregulated genes were associated with loss/decrease of active marks or gain/increase of H3K27me3 (Additional file 1: Fig. S14b). When we examined this from a chromatin centric view, we found that the expression level of most genes with gain/increase of active marks were upregulated, whereas these with loss/decrease of active marks were down-regulated (Fig. 6e). These results, together with the high correlation between histone modification and gene expression changes (Fig. 6f), suggest that the transcriptional reprogramming observed upon loss of DNA methylation correlates with the redistribution of the examined histone modifications or through the modulation of the levels of histone modifications.

### Role of histone modifications in the control of TE activity upon loss of DNA methylation

DNA methylation is involved in the control of TE activity; consistent with this, mutants lacking DNA methylation displayed a reactivation of TEs [8]. A higher number of TEs were derepressed in *met1* than in *ddcc*, suggesting that CG methylation plays a larger role than non-CG methylation in TE silencing [28] (Fig. 7a). Because of the cooperative effect of CG and non-CG methylation, there was a large increase in the number of derepressed TEs in *mddcc* [28] (Fig. 7a). Notably, in the wild type, more than 2000 TEs were active (Fig. 7a) and exhibited moderate expression levels (Fig. 7b); these TEs showed no obvious enrichment in length and types (Fig. 7c, d). These moderately expressed TEs were generally enriched in regions with low levels of DNA methylation and active marks but without H3K9me2 (Fig. 7e, cluster 5, grey dots), and probably had no harmful effect on normal plant development. In contrast, long TEs tended to be reactivated following depletion of DNA methylation, with the highest expression levels in *met1* and *mddcc*, followed by *ddcc* (Fig. 7b, c). 

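Of the genotypes and ages compared in Fig. 7, the 2-week-old *met1* libraries were analysed here. Of the 798 TEs that Table S2b lists for *met1*, 603 overlapped a TE gene listed in these files, and 779 TE genes overlapped at least 1 of these TEs. Each TE gene was assigned the length and superfamily of the TE that covered most of it. Expression was computed as log2 of counts per 1000000 reads (CPM) plus 1 after TMM normalization of the recovered reads. The paper's methods name TMM, and the unit of the expression in Fig. 7b is not stated. The median over the 779 TE genes was 2.07 ± 0.0795 (SD, n = 3 libraries), and the quartiles were 0.99 and 3.26. The 744 listed TE genes that overlapped no TE of Table S2b had a median of 0.36 ± 0.0360, and the ranges of the 3 libraries did not overlap. Table S2b lists TEs that the paper found upregulated in *met1*, so a higher level of the TE genes on it follows from how the list was made. At least 10 reads were counted in every library for 554 of the 779 TE genes (71.1%) and for 208 of the 744 others (28%). The choice of scale moved the median most. It was 5.38 in the deposited log2 values, an alternative chosen after seeing the data, which are not scaled to CPM.

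Of the 779 TE genes, 613 lay on TEs of 3 kb or more, 59 on TEs of 2 to 3 kb, 96 on TEs of 0.5 to 2 kb and 11 on TEs under 0.5 kb, the length classes of Fig. 7c. The median expression was 2.02 ± 0.0569 in the longest class, 2.11 ± 0.113 at 2 to 3 kb, 2.20 ± 0.190 at 0.5 to 2 kb and 1.95 ± 0.298 under 0.5 kb (SD, n = 3 libraries). TE genes on TEs of 3 kb or more and under 2 kb differed in their median by -0.13 ± 0.115 on the log2 scale, close to the spread between libraries. The difference was 0.28 among the TE genes with at least 10 reads in every library. Divided by the exonic length of the TE gene in kb, the median was 1.19 ± 0.0568 in the longest class and 1.77 ± 0.131 at 0.5 to 2 kb. Across the 779 TE genes, which are not independent replicates, Spearman's rho between TE length and reads lay between -0.126 and -0.115 in the 3 libraries. These lengths concern the TEs already on the paper's list, so they describe the level of TE genes on listed TEs and not which TEs were reactivated. The 613 TE genes of the longest class lay on 380 TEs, and the 96 at 0.5 to 2 kb on 94. Reads of a long TE were thus more often divided among several TE genes, and levels per TE were not computed. Reads of mapping quality under 30 had been removed by the authors, so reads shared by near-identical copies of a TE are largely missing from the values.

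**Figure D1:**
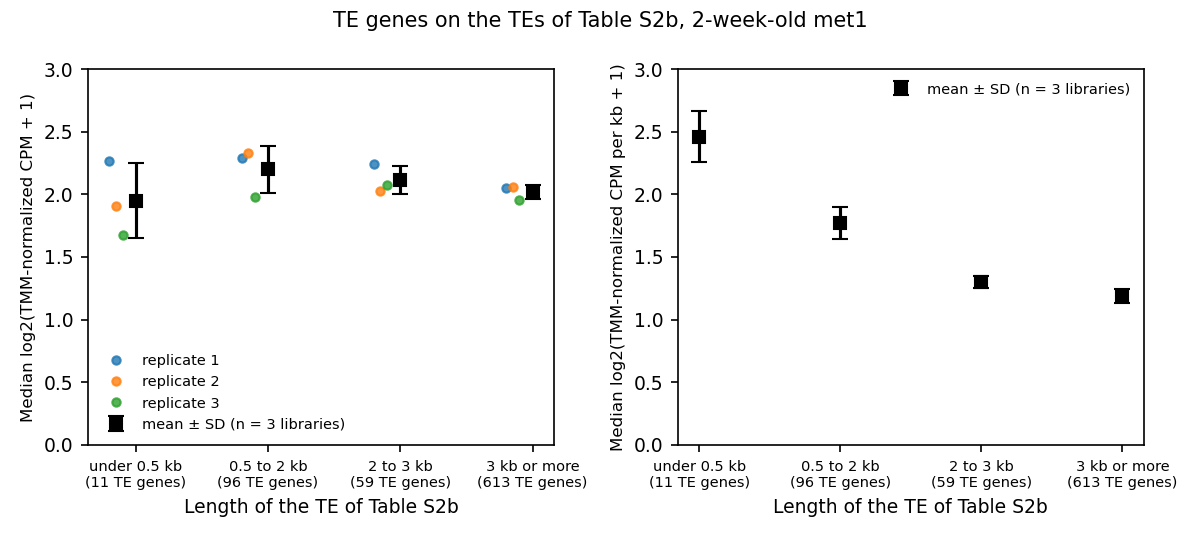
Expression of the TE genes on TEs of Table S2b in 2-week-old *met1*, by the length of the TE. The left panel gives the median log2 of TMM-normalized CPM plus 1 in each library (circles) with the mean ± SD of 3 libraries (squares), and the right panel the same measure per kb of exonic length. The length classes lie between 1.95 and 2.20 in the left panel.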

Although both DNA transposons and retrotransposons were regulated by DNA methylation, there was an over-representation of Copia and LINE retrotransposons among those reactivated in *ddcc* [8] and of Gypsy and En-Spm among those reactivated in *met1* and *mddcc* (Fig. 7d). Hence, CG and non-CG methylation plays important roles in silencing different TE families (Additional file 3: Table S2).

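In 2-week-old *met1*, the 779 TE genes on TEs of Table S2b included 299 on Gypsy elements, 213 on MuDR, 147 on En-Spm, 41 on LINE, 38 on Copia, 14 on hAT and 1 on Helitron elements, and 26 on other or unassigned elements. En-Spm had the highest median expression, 3.34 ± 0.154 on the scale of log2 TMM-normalized CPM plus 1 (SD, n = 3 libraries). It lay between 3.16 and 3.44 in the 3 libraries, above every library's median of every other superfamily. Gypsy had a median of 2.07 ± 0.126 and hAT of 2.16 ± 0.0577, which overlapped between libraries. This order depended on the filter. Among TE genes with at least 10 reads in every library, the median was 2.86 ± 0.154 for Gypsy and 2.16 ± 0.0577 for hAT. LINE had a median of 1.68 ± 0.180, MuDR of 1.57 ± 0.0573 and Copia of 1.56 ± 0.0429, and these 3 could not be ranked against the spread between libraries. The lowest Gypsy library, at 1.93, lay above the highest LINE library, at 1.82. At least 10 reads in every library were counted for 14 of the 14 hAT TE genes (100%), 132 of the 147 on En-Spm (89.8%), 22 of the 26 on other or unassigned elements (84.6%), 203 of the 299 on Gypsy (67.9%), 27 of the 41 on LINE (65.9%), 24 of the 38 on Copia (63.2%) and 132 of the 213 on MuDR (62%). Of all reads on the 779 TE genes, 40.8% ± 1.32 lay on En-Spm, 36.4% ± 2.94 on Gypsy, 15% ± 1.26 on MuDR, 2.83% ± 0.199 on Copia and 2.34% ± 0.0732 on LINE. Table S2b itself holds 322 Gypsy, 159 MuDR, 132 En-Spm, 52 LINE and 49 Copia elements among its 798 TEs, by the paper's own annotation. From the different superfamilies over-represented among the TEs reactivated in *ddcc* and in *met1* (Fig. 7d), the paper concludes that CG and non-CG methylation silence different TE families.

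**Figure D2:**
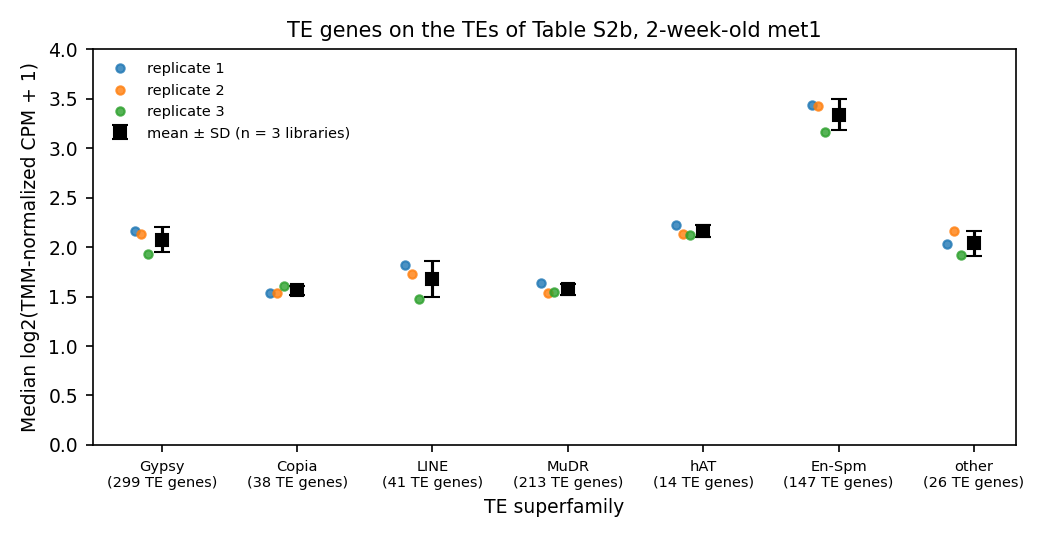
Median expression of the TE genes on TEs of Table S2b in 2-week-old *met1*, by TE superfamily, as log2 of TMM-normalized CPM plus 1. Circles are the 3 libraries and squares their mean ± SD, and the 1 Helitron TE gene is not drawn. The En-Spm libraries lie between 3.16 and 3.44, above those of the other superfamilies.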

**Fig. 7:**
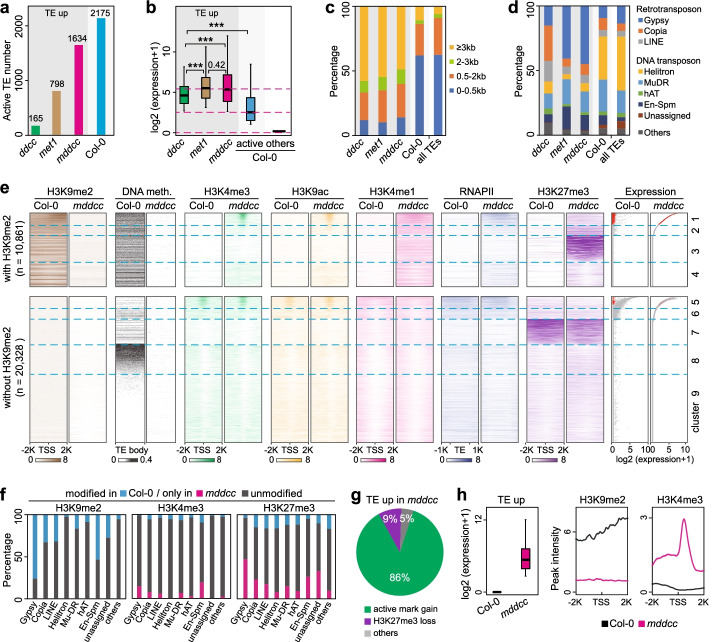
Roles of DNA methylation and histone modifications in the control of TE expression. **a** Number and percentage of derepressed TEs in the indicated genotypes. Number of active TEs in the wild type is shown. **b–d** Expression level (**b**), length distribution (**c**), and types (**d**) of derepressed TEs in the indicated genotypes. ***p < 2.6e−07 from Wilcoxon test. **e** Comparison of epigenetic patterns for TEs between *mddcc* and the wild type. Red dots, derepressed TEs in *mddcc*. **f** Percentage of TEs marked by different histone modifications in the wild type or only in *mddcc*. **g** Histone modification compositions of derepressed TEs in *mddcc*. **h** Comparison of transcript levels and epigenetic profiles for derepressed TEs in the wild type and *mddcc*. Gene expression was standardized with TMM

We analyzed the chromatin features of TEs in *mddcc* and the wild type. All TEs were classified into 9 clusters, based on the epigenetic marks deposited and their transcript levels (Fig. 7e). Only one third of TEs were marked with H3K9me2 in the wild type (Fig. 7e, clusters 1–4), including most Gypsy and En-Spm and approximately one third of Copia and LINE (Fig. 7f). The majority of derepressed TEs in *mddcc* switched from heavy DNA methylation/H3K9me2 in the wild type to active marks in the mutant (Fig. 7e, cluster 1, red dots; Fig. 7g, h). For example, we identified 10 TE transposition events involving 4 TEs in *mddcc* in our previous study [28]*.* We examined the chromatin states of these 4 TEs and found that all of these TEs previously repressed with heavy DNA methylation and H3K9me2 in the wild type were marked by active marks and showed high levels of expression upon loss of total DNA methylation (Additional file 1: Fig. S15). In clusters 7–9, TEs showed epigenetic patterns similar to those in the wild type and remained silent except for the loss of DNA methylation in *mddcc* (Fig. 7e). Similarly, in cluster 4, TEs remained silent even though DNA methylation and H3K9me2 were lost in *mddcc* (Fig. 7e). These results indicate that removal of DNA methylation and H3K9me2 provides a permissive state for TE derepression, while ectopic gain of active marks is highly correlates with TE activation upon loss of DNA methylation.

Heavy DNA methylation/H3K9me2 and H3K27me3 are two independent, mutually exclusive epigenetic silencing mechanisms in both mammals and plants [17, 43]. In mammalian cells, the redistribution of H3K27me3 upon DNA hypomethylation results in gene de-repression [44–46]. Here, we observed that ~43% of the H3K9me2-marked TEs in the wild type were now repressed by H3K27me3 and remained silent or exhibited extremely low expression in *mddcc* (Fig. 7e, clusters 2 and 3; Fig. 4c). The switch from H3K9me2 to H3K27me3 was observed in all TE families (Fig. 7f), indicating an important role of H3K27me3 in repressing a large spectrum of TEs in response to DNA methylation loss. Interestingly, previous studies found an association between H3K27me3 and transposons that is partly retained in the early land plant *Marchantia polymorpha*, but the H3K27me3 is replaced by H3K9 methylation in flowering plants [47], contributing to the idea that H3K27me3 may be a more ancient transposon silencing system [48]. Collectively, these results add support to the concept that H3K27me3 and H3K9me2/heavy DNA methylation serve as two conserved genome defense mechanisms and complement each other to keep TEs silent and safeguard genome integrity in mammals and plants.

## Discussion

DNA methylation and histone modifications coexist in the genome and interact with each other to form a complex code for chromatin regulation and transcription. This and previous studies [32] revealed that the connections between DNA methylation and H3K9 methylation are extensive but vary widely in different eukaryotes. Studies in the fungus *Neurospora crassa* [32, 49, 50] showed that this link is unidirectional, from H3K9 methylation to DNA methylation. In mammals, the relationship between these epigenetic marks is complex [32]: in some cases, DNA methylation is dependent on H3K9 methylation; in other cases, there is a self-reinforcing loop; yet in further cases, DNA and H3K9 methylation occur independently. In *Arabidops*is, previous research found a strong loss of H3K9me2 in *ddcc* and a weak loss in *met1*, leading to the widely known notion that there is a stronger dependency of H3K9me2 on non-CG methylation than on CG methylation [8]. Our results, however, differ from the previous work. One possibility is that the ChIP-seq method was unrefined at the time and the H3K9me2 ChIP-seq data [8] in the previous work was of very low quality and unreliable. In comparison, the eChIP-seq method [29] used here generated much higher quality ChIP-seq data and captured histone-modified loci with much greater sensitivity (Additional file 2: Table S1d). Our work supports the essential role of DNA methylation in the regulation of H3K9 methylation and revealed complex functional links between these two marks, as shown in Fig. 8a: in a small proportion of loci, H3K9me2 is subjected to a self-reinforcing loop with non-CG methylation [18, 19, 32]; more frequently, H3K9me2 is dependent on CG methylation; and more than half of H3K9 methylated loci are regulated cooperatively by CG and non-CG methylation. The exact regulatory mechanisms of the latter two links are to date unclear in plants. In future studies, it will be of great interest to determine the histone-modifying enzymes that recognize methylated DNA to ensure the establishment of H3K9me2 in specific sequence contexts.

**Fig. 8:**
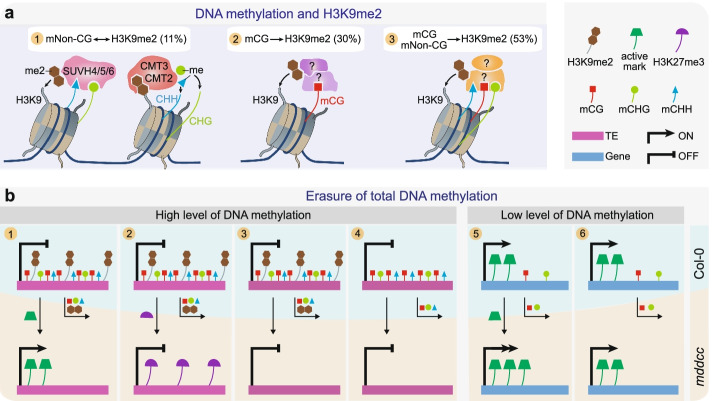
Function of DNA methylation in histone modification and transcription landscapes. **a** Distinct models of DNA methylation in regulating H3K9me2. (1) A feedback loop between non-CG methylation and H3K9me2: non-CG methylation recruits the H3K9 methyltransferases SUVH4, SUVH5 and SUVH6, and in turn, H3K9me2 facilitates CMT3 and CMT2 function to methylate CHG and CHH; (2 and 3) most of H3K9me2 is regulated by CG methylation (2) or by both CG and non-CG methylation (3), through yet unclear mechanisms. mCG, methylated CG; mNon-CG, methylated non-CG including methylated CHG and CHH. **b** Representative models for the impacts of DNA methylation on histone modifications and TE/gene transcription. Descriptions are in main text

The *mddcc* mutant completely devoid of DNA methylation enabled the investigation of the genome-wide effect of lack of DNA methylation on the histone modification landscape and transcription reprogramming. Our results demonstrate that transcriptional reprogramming resulting from the loss of DNA methylation is largely associated with the redistribution of the examined histone modifications and switches of chromatin states. Several representative regulatory models are summarized here (Fig. 8b). The majority of heavy DNA methylation regions coincide with TEs (Fig. 7e). In some cases, removal of high levels of DNA methylation in TEs causes a chromatin state switch from H3K9me2 to active marks or H3K27me3, correlating with the activation or continued repression of TEs, respectively (Fig. 8b, cases 1 and 2). All TE transposition events identified in *mddcc* [28] belong to the first category (Fig. 8b, case 1), suggesting that chromatin state transition switches, especially between inactive and active states, may participate in TE transposition and genome integrity in mammals and plants. In other cases, TEs with heavy DNA methylation, regardless of H3K9me2 deposition, remain silent in the DNA methylation mutants even though there is no H3K27me3 mark (Fig. 8b, cases 3 and 4), indicating that some undetected repressive marks and/or uncovered regulatory mechanisms may exist in these regions. Compared with TEs, most genes display no or low levels of DNA methylation in the wild type (Fig. 6a; Additional file 1: Fig. S1). After removal of DNA methylation, the expression of most genes is not affected, and the differential expression of a small proportion of genes may result from switches or increase/decrease of histone modifications (Fig. 6e and Fig. 8b, case 5; Additional file 1: Fig. S14). Collectively, our data indicate that the function of DNA methylation in the regulation of gene/TE expression varies in a locus-dependent manner based on the abundance of this mark and the specific target sequences.

Our results suggest that histone modifications, especially active marks and H3K27me3, play a central role in the control of genome activity of plants in the absence of DNA methylation. Histone modifications also play a central role in genome activity in the DNA methylation-free organism *Caenorhabditis elegans* [51–53]. One important difference, however, is that both constitutive and facultative heterochromatin, marked with H3K9me2/3 and H3K27me3, respectively, coexist in *C. elegans*, whereas only H3K27me3, which perhaps partly replaces the functions of H3K9me2, is preserved in plants without DNA methylation. Ectopic gain of H3K27me3 in *mddcc* at some loci previously marked by DNA methylation and/or H3K9me2 (Fig. 4c, Fig. 7e) implies that DNA and H3K9 methyltransferases have stronger affinities than the H3K27me3 methyltransferases at these loci in the wild type. The chromatin environment lacking DNA methylation and H3K9me2 in *mddcc* mutant probably facilitates the recruitment of Polycomb Repressive Complex 2 to deposit the H3K27me3 mark at these loci. Hence, histone modifications not only can combine with DNA methylation to form a complex epigenetic regulatory code but also can serve as DNA methylation-independent regulators of genome activity.

## Conclusions

Taken together, this study not only provides an invaluable resource for the epigenetics research community but also yield new insights into the contribution of DNA methylation to the plasticity of the epigenetic landscape in *Arabidopsis*, particularly to the establishment and/or redistribution of histone modifications, and the roles and hierarchy of these different epigenetic marks in the control of genome transcription.

## Methods

### Plant materials

All mutant lines used in this study are of the Columbia ecotype. *met1* [9], *ddcc* and *mddcc* [28] mutants were previously described. *mddcc* quintuple mutant plants were identified and isolated from *met1/+ drm1 drm2 cmt2 cmt3*. Plants were grown at 22 °C under a 16 h light/8 h dark photo-period. The aerial part of 2-week-old plants for the wild type, *met1,* and *ddcc*, and the aerial part (with the inflorescence removed) of 5-week-old plants for the wild type, *met1, ddcc*, and *mddcc* were used for all experiments.

### ChIP-seq and data analysis

Tissues were cross-linked with 1% formaldehyde and quenched with 0.2 M glycine at room temperature. Approximately 0.01–0.1 g of tissue were used for each ChIP-seq assay as reported [29, 37] with minor modifications. Briefly, tissues were ground in liquid nitrogen into fine powder, lysed with Buffer S [50mM HEPES-KOH (pH7.5), 150mM NaCl, 1mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 1% SDS] for 20 min at 4 °C and then mixed with Buffer F (Buffer S without SDS) for 10 min at 4 °C. The chromatin was fragmented to 200–600 bp through sonication. The lysates were centrifuged at 20,000 × *g* for 5 min at 4 °C, and the supernatant was collected for ChIP. The fragmented chromatin was incubated with antibodies against H3K4me1 (ABclonal, A2355), H3K4me3 (ABclonal, A2357), H3K9ac (Abcam, ab4441), H3K9me2 (Abcam, ab1220), H3K27ac (ABclonal, A7253), H3K27me3 (ABclonal, A2363), and RNAPII (BioLegend, 920102). The specificity of antibodies was verified prior to their use [29]. Antibodies were added to Dynabeads® protein G beads (Life Technologies, 10003D) and incubated for 6 h with rotation at 4 °C. The beads were washed with PBST twice and incubated with the fragmented chromatin overnight with rotation at 4 °C. The beads were washed subsequently with low-salt buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS), high-salt buffer (low salt ChIP buffer replaced with150 mM NaCl with 350 mM NaCl), ChIP wash buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 0.5% NP-40, 1 mM EDTA, and 0.1% sodium deoxycholate), and TE buffer (10 mM Tris-HCl, pH 8.0, and 1 mM EDTA). The protein–DNA complexes were eluted from the beads by adding 100 μl of Elution buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, and 1% SDS) for 15 min at 65 °C on a Thermomixer with rotation (900 rpm). Next, 5 μl of proteinase K were added to the eluted protein–DNA complexes, which were mixed and incubated at 55 °C overnight for reverse cross-linking. ChIP DNA was extracted and resuspended in TE buffer. Libraries were prepared using an NEBNext® Ultra™ II DNA library prep kit for Illumina® sequencing (New England BioLabs, E7645) and sequenced using an Illumina HiSeq X Ten platform (paired-end 150-bp reads).

Raw reads were first trimmed as paired-end reads using Fastp [54] with default parameters. Clean reads were mapped to the TAIR10 *Arabidopsis* genome by BWA-MEM with default parameters. SAMtools [55] was used to remove redundant reads and align low quality (map quality < 30) reads. Next, ChIP-seq peaks were called by MACS2 [56], broad peak with parameters “-f BAMPE -B --broad -g 119667750 -q 0.00001 --broad-cutoff 0.00001” and narrow peak with parameters “-f BAMPE -B -g 119667750 -q 0.00001.” The mapped BAM files were normalized and converted to BigWig format using Deeptools [57] to configure the tracks in IGV [58]. Next, we defined the peaks that met the following criteria as the newly detected peaks: (1) no peak was detected in the wild type using MACS2, and a peak was detected in the mutant; (2) the peak intensity in the mutant was two-fold higher than that in the wild type; and (3) in the mutant, the peak signal was greater than 1 after subtracting the corresponding input signal. We used the same computational criteria to define the missing peaks in the mutant. Differential peak analysis was performed with Deeptools (computeMatrix) with a threshold fold change of >1.5.

### Heatmaps and profiles

The heatmap and peak profile were generated by Deeptools. First, ComputeMatrix was used to calculate the peak density distribution matrix, and then the corresponding visualization results were generated by PlotHeatmap and PlotProfile. The heatmap and profile related to methylation were generated using BatMeth2. The methylation level file was generated by using methyGff, and then bt2profile.py and bt2heatmap.py scripts were used for visualization. The results shown in Fig. 3c are the heatmap of H3K4me1 peak center and the upstream and downstream 2Kb. Considering that the distribution position of active marks (H3K4me3, H3K9ac, H3K27ac) is not directly coincident with H3K4me1, but localizes around it, we defined the active mark within 500 bp upstream and downstream of H3K4me1 as H3K4me1-related active marks.

### Whole-genome bisulfite DNA sequencing (BS-seq) and data analysis

Genomic DNA was extracted using the DNeasy Plant Mini Kit (QIAGEN, 69104). Bisulfite conversion of DNA was conducted using the EZ DNA Methylation-Gold™ kit (ZYMO, D5005), and the bisulfite-treated DNA libraries were constructed using the Illumina TruSeq DNA sample prep kit, following the manufacturer’s instructions. The libraries were then sequenced using an Illumina HiSeq X Ten platform (paired-end 150-bp reads). For data analysis, low-quality read trimming and artificial sequence trimming were performed using Fastp with default parameters. Clean reads were mapped to the *Arabidopsis* genome (TAIR10) using BatMeth2-align [59] with default parameters. DNA methylation calling was performed with BatMeth2-calmeth with parameter ‘-n 0.1 -Q 30’, and the SAM file was converted to the BAM format with SAMtools [55]. We then used batmeth2_to_bigwig.py scripts to generate BigWig files for visualization using IGV.

### Total RNA-seq and data analysis

Total RNA was isolated using the RNeasy Plant Mini Kit (QIAGEN, 74904); library preparation was performed at the PSC Genomics Core Facility according to the manufacturer’s instructions (Illumina). The libraries were sequenced on an Illumina HiSeq X Ten platform (paired-end 150-bp reads). Raw reads were first trimmed as paired-end reads using Fastp with default parameters to remove the adaptors and low-quality reads. Clean reads were mapped to the *Arabidopsis* genome (TAIR10) using Hisat2 [60] with default parameters, and then SAMtools was used to sort the BAM file and remove the low map quality reads with -q 30. Reads counts per gene were generated using HTSeq-count [61]. The differential expression test was performed using DESeq2 [62] with the threshold |log2 fold change| > 1 and q value < 0.01. In order to perform gene expression comparisons between and within samples, we used EdgeR’s trimmed mean of M-values (TMM) method for normalization [63, 64]. The mapped BAM files were normalized and converted to BigWig format using Deeptools to configure the tracks in IGV.

### Redefinition of H3K9me2 loci

We observed that the peak length of a certain proportion of H3K9me2 is greater than 5 kb or even 10 kb (Additional file 1: Fig. S4a), whereas the length of most H3K4me3, H3K9ac and gene is only 1–2 kb. Therefore, for better follow-up analysis, we split H3K9me2 peak according to the distribution of genes, TE, and other modifications on H3K9me2 peak. The specific criteria are as follows. As shown in Additional file 1: Fig. S4b, H3K9me2 with a peak length less than 5 kb was retained as a H3K9me2 locus without segmentation. Peaks longer than 5 kb were required to be further segmented. Briefly, histone-modified regions (except H3K9me2) and gene (protein coding gene and TE gene) regions were first merged using BEDTools [65]. Next, H3K9me2 with a peak longer than 5 kb was segmented to generate new loci with a length less than 5 kb by overlapping with data in the aforementioned merged documents. Then, the remaining H3K9me2 with a peak longer than 5 kb was divided into new loci with an equal length (≤ 5 kb). Finally, the aforementioned loci were merged into a new H3K9me2 loci file.

## Supplementary Information

**Additional file 1: Figure S1.** Dissecting contributions of DNA methyltransferases to DNA methylation patterns in five-week-old plants. Figure S2. Similar histone modification patterns between two- and five-week-old plants for the indicated genotypes. Figure S3. Global view of gain/loss of histone modifications and differentially expressed genes. Figure S4. Redefinition of H3K9me2 loci. Figure S5. The “Overlapping” H3K9me2 signals in *mddcc* are likely noises. Figure S6. The “*mddcc* specific” H3K9me2 signals are likely noises. Figure S7. Similar patterns of histone modifications and expression of *SUVH* and *SUVR* genes between Col-0 and *mddcc*. Figure S8. Impacts of CG and non-CG methylation on the deposition of H3K9me2. Figure S9. DNA methylation is required for proper *IBM1* expression. Figure S10. Heatmap representation of histone marks and DNA methylation changes in the wild type and indicated mutants. Figure S11. Chromatin states, genomic annotation, TE enrichment, DNA methylation, and gene and TE expression in the indicated genotypes. Figure S12. Dot plot depicting the transcript changes in genes marked by stable histone marks associated with or not associated with differentially methylated regions (DMR) in *mddcc* and the wild type. Figure S13. Examples of no significant effect of DNA methylation on the expression of genes with stable histone modifications. Figure S14. Relationship between histone modifications and expression of protein-coding genes in DNA methylation-free mutants. Figure S15. The epigenetic patterns of transposed TEs in *mddcc*.

**Additional file 2: Table S1.** Summary of transcriptome and epigenome data in this study.

**Additional file 3: Table S2.** List of upregulated Tes with gain of active marks in *ddcc*, *met1*, and *mddcc* mutants.

**Additional file 4:** Review history.

## Data Availability

All sequence data have been deposited in NCBI GEO accession codes GSE183987 [66] and GSE169497 [28]. The script and result file were uploaded to Zenodo, and the data link is 10.5281/zenodo.6575422 [67]. All data supporting the findings of this study are available within the manuscript and its supporting information or are available from the corresponding author upon request.

# Supplementary material for: DNA methylation underpins the epigenomic landscape regulating genome transcription in Arabidopsis
**Source:** Genome Biol. 2022 Sep 20;23:197. doi: 10.1186/s13059-022-02768-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Dissecting contributions of DNA methyltransferases to DNA methylation patterns in five-week-old plants. Figure S2. Similar histone modification patterns between two- and five-week-old plants for the indicated genotypes. Figure S3. Global view of gain/loss of histone modifications and differentially expressed genes. Figure S4. Redefinition of H3K9me2 loci. Figure S5. The “Overlapping” H3K9me2 signals in mddcc are likely noises. Figure S6. The “mddcc specific” H3K9me2 signals are likely noises. Figure S7. Similar patterns of histone modifications and expression of SUVH and SUVR genes between Col-0 and mddcc. Figure S8. Impacts of CG and non-CG methylation on the deposition of H3K9me2. Figure S9. DNA methylation is required for proper IBM1 expression. Figure S10. Heatmap representation of histone marks and DNA methylation changes in the wild type and indicated mutants. Figure S11. Chromatin states, genomic annotation, TE enrichment, DNA methylation, and gene and TE expression in the indicated genotypes. Figure S12. Dot plot depicting the transcript changes in genes marked by stable histone marks associated with or not associated with differentially methylated regions (DMR) in mddcc and the wild type. Figure S13. Examples of no significant effect of DNA methylation on the expression of genes with stable histone modifications. Figure S14. Relationship between histone modifications and expression of protein-coding genes in DNA methylation-free mutants. Figure S15. The epigenetic patterns of transposed TEs in mddcc.

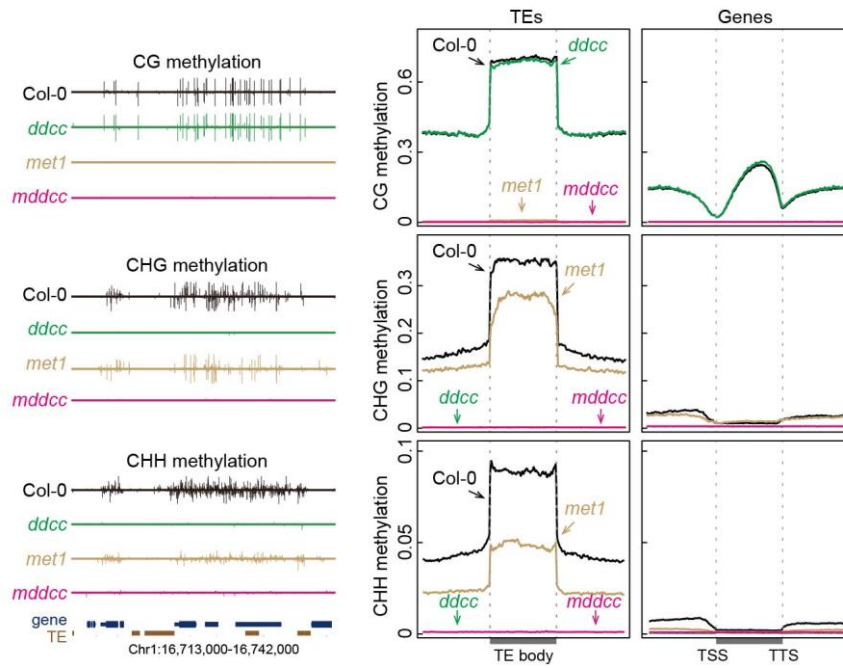

**Fig. S1. Dissecting contributions of DNA methyltransferases to DNA methylation patterns in five-week-old plants.**

Genome browser view and average distribution of CG, CHG, and CHH methylation over TEs and genes in five-week-old plants of the indicated genotypes. Flanking regions are 2 kb upstream and downstream of the gene or TE body. TSS, transcription start site. TTS, transcription termination site.

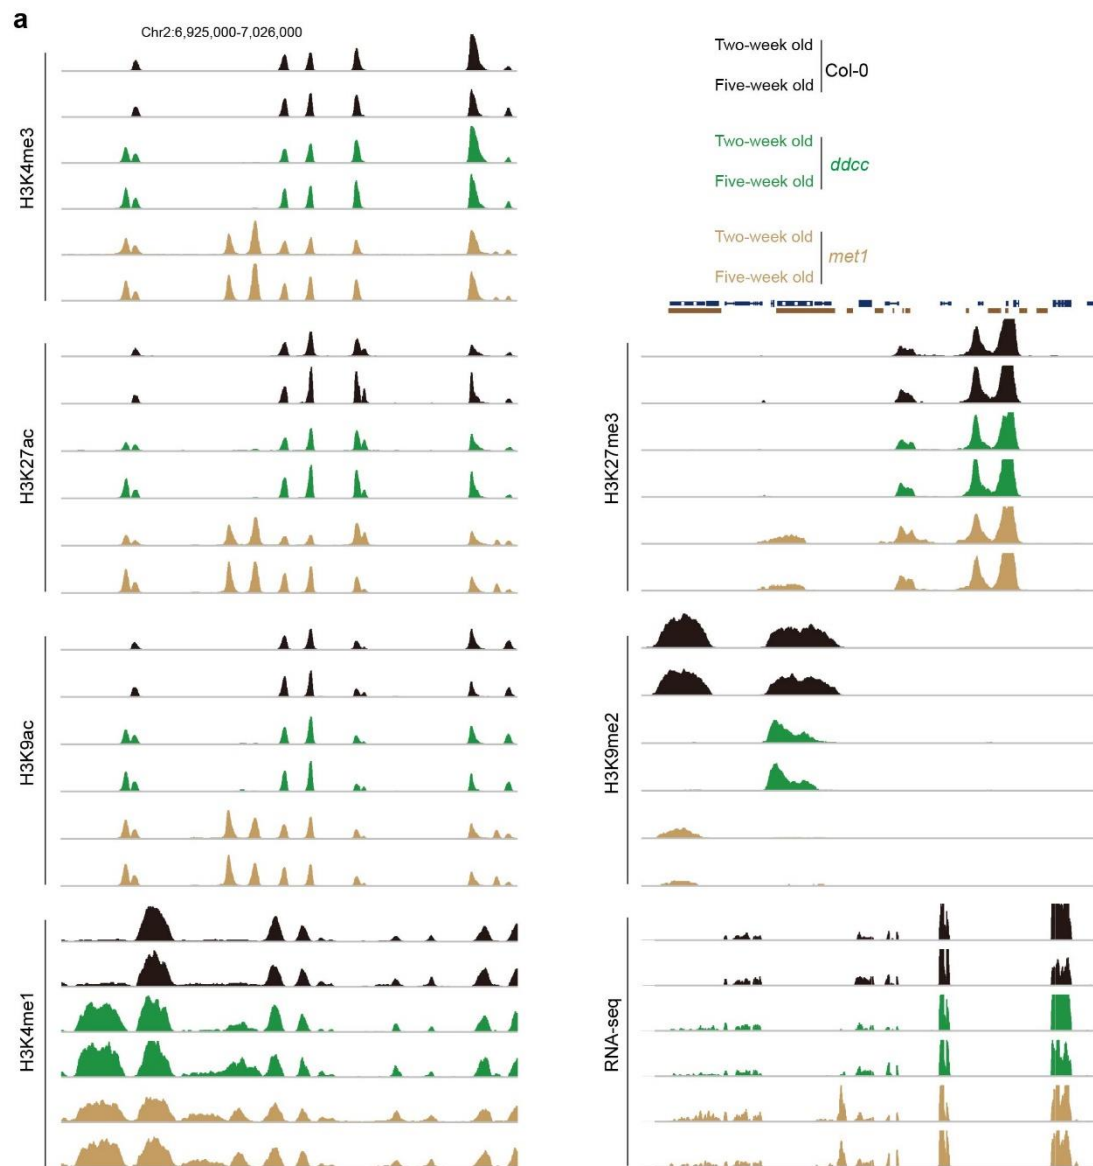

Continued

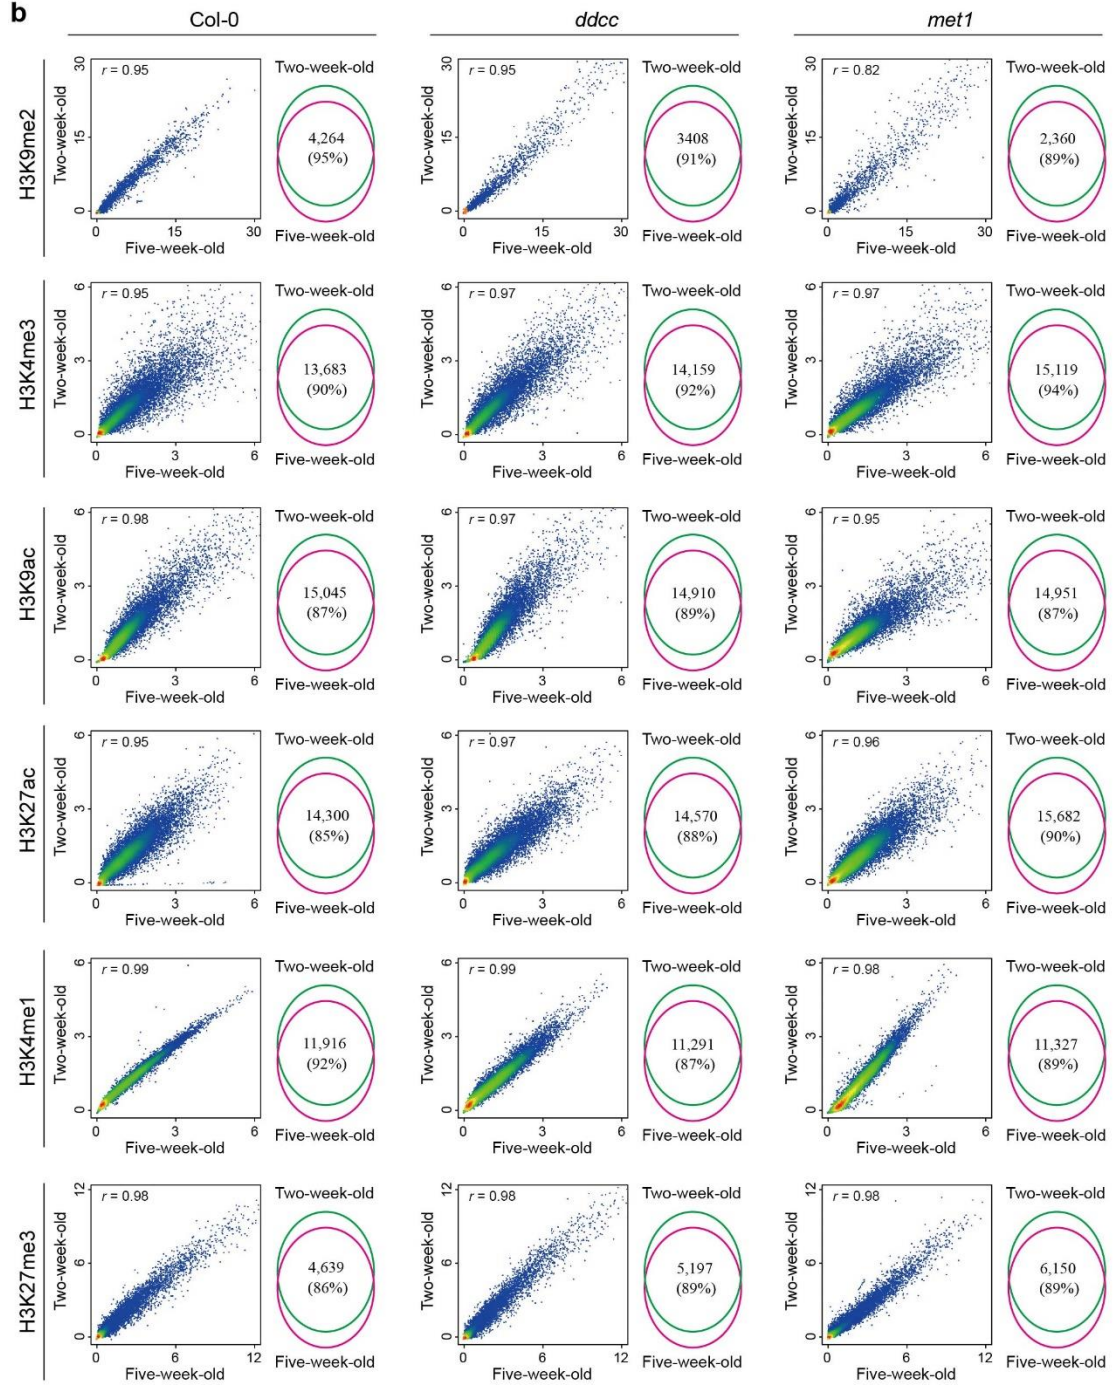

**Fig. S2. Similar histone modification patterns between two- and five-week-old plants for the indicated genotypes.**

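The region of chromosome 2 that Fig. S2a draws, with its ends read from the figure's axis, holds 20 genes that appear in at least 1 of the RNA-seq files, 7 of them TE genes. Coordinates are those of TAIR10.1, whose nuclear chromosomes have the same total length as TAIR10. In the comparison of 5-week-old *ddcc* with Col-0, 11 of these genes were tested and 4 were DEGs, all higher in *ddcc*. The largest change was at the TE gene AT2G16000 (6954284 to 6958648, plus strand), which lies on a Copia element of Table S2. It had 0, 0 and 1 reads in Col-0 and 110 ± 15.3 normalized reads (SD, n = 3) in *ddcc*, at least 35.1-fold higher than the level that 3 reads can show (adjusted p = 4.3e-06, limma with Benjamini-Hochberg adjustment). The TE gene AT2G15940 (6942914 to 6944794, plus strand), on hAT elements of the same table, had 3.31 ± 0.961 normalized reads in Col-0 and 46.9 ± 9.51 in *ddcc*, a log2 fold change of 3.48 (standard error 0.33, adjusted p = 8.6e-05, limma). The other DEGs were the protein-coding genes COR413-PM1 (6949851 to 6951192, plus strand) and AT2G16050 (6980218 to 6982132, plus strand). AT2G16050 overlaps a Helitron element that Table S2b lists for *met1*. COR413-PM1 rose from 77.5 ± 29.3 to 216 ± 30.5 normalized reads, a log2 fold change of 1.52 (standard error 0.23, adjusted p = 0.0018, limma), and lost the call in 3 of the 6 fits that each left out 1 library. AT2G16050 rose from 29.2 ± 6.38 to 86.1 ± 14.0, a log2 fold change of 1.54 (standard error 0.22, adjusted p = 0.0012, limma), and lost it in 1 of them. At all 4 DEGs the 3 *ddcc* libraries lay above the 3 Col-0 libraries. The log2 fold changes of the 7 tested genes that were not DEGs lay between -0.70 and 0.33.

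In 2-week-old *met1*, 18 of the genes were listed. These values come from a table normalized separately and were not tested against the 5-week-old plants. AT2G16000 had 48, 30 and 40 reads and AT2G15940 had 45, 46 and 46 reads. COR413-PM1 had 75.3 ± 0.734 normalized reads and AT2G16050 had 161 ± 18.7 (SD, n = 3). The TE gene AT2G16140 (7005328 to 7008239, plus strand), named after its values were seen, had 187, 156 and 236 reads in 2-week-old *met1*, against 8, 11 and 5 in 5-week-old Col-0 and 18, 1 and 17 in 5-week-old *ddcc*. HTSeq-count's strand setting is not named in the paper's text, so reads of overlapping genes on opposite strands, such as AT2G15900 and AT2G15910 here, could not be separated.

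**Figure D3:**
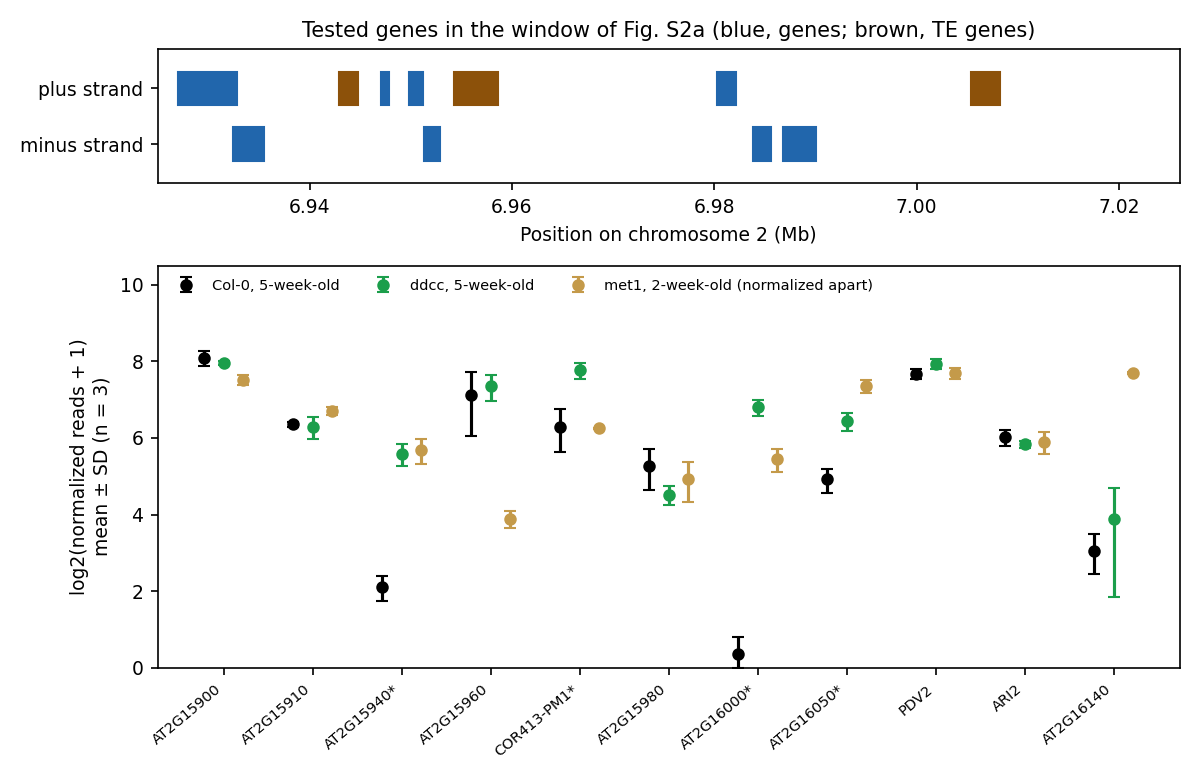
Tested genes in the window of Fig. S2a. The upper panel gives their position on chromosome 2 (Mb) and strand (TE genes in brown, other genes in blue), and the lower panel the log2 of normalized reads plus 1 for each gene in map order, as the mean ± SD of 3 libraries for 5-week-old Col-0 (black), 5-week-old *ddcc* (green) and 2-week-old *met1* (tan, normalized separately). Asterisks mark the 4 DEGs between *ddcc* and Col-0, of which AT2G16000 goes from at most 1 read per library in Col-0 to 110 normalized reads in *ddcc*.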

**a**, Genome browsers of histone modifications and gene expression in two- and five-week-old plants. **b**, Correlations of histone modifications between two- and five-week-old plants. Dot plots depict log of mapped reads from each genomic bin (100 kb) between two- and five-week-old plants. Spearman's correlation is shown. Venn diagrams display high percentages of overlapping peaks between two- and five-week-old plants.

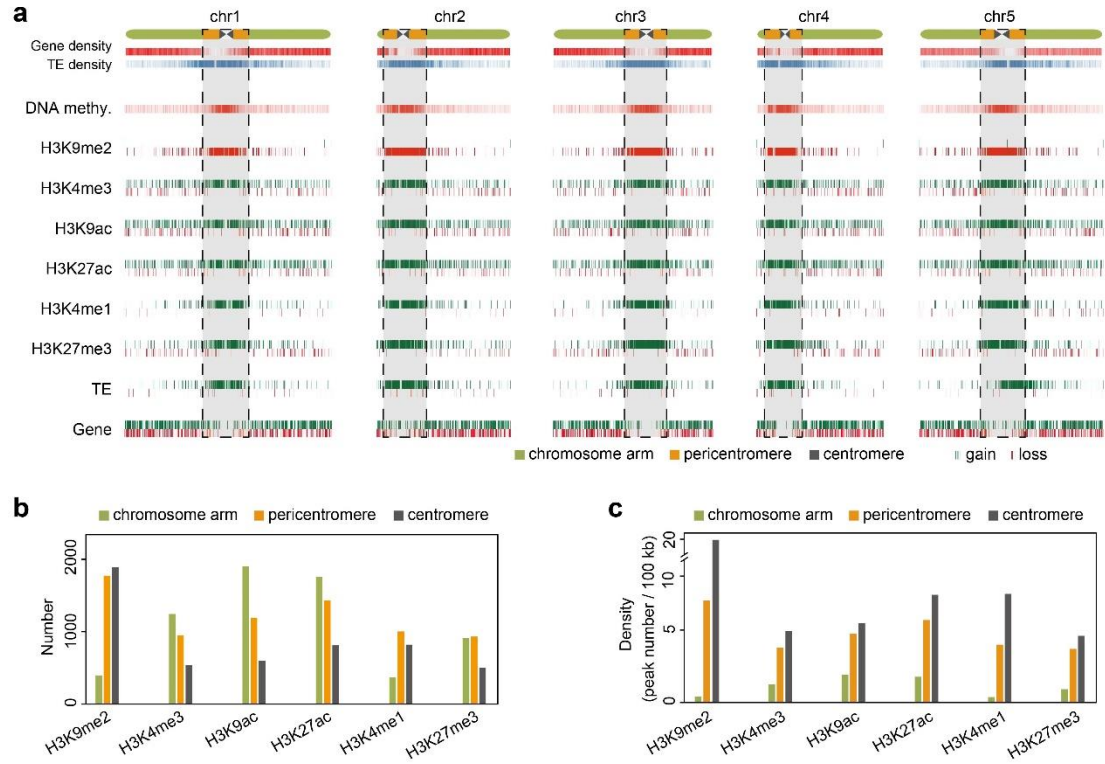

**Fig. S3. Global view of gain/loss of histone modifications and differentially expressed genes.**

**a**, Chromosomal views of gain/loss of histone marks and genome transcription in *mdcc* compared with the wild type. Regions of chromosome arm, pericentromere, and centromere are indicated. **b**, **c**, Number (**b**) and density (**c**) of the gain/loss of histone modifications in the indicated regions.

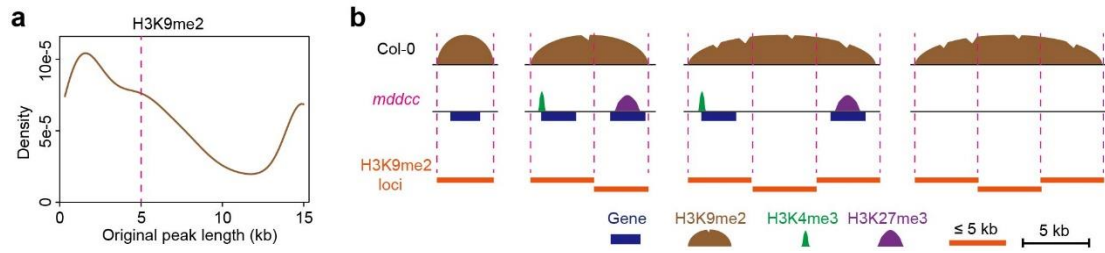

**Fig. S4. Redefinition of H3K9me2 loci.**

**a**, Density of original H3K9me2 peak length called by MACS2. **b**, Redefinition of H3K9me2 loci based on the indicated switching modes and original H3K9me2 peak length (see Methods for details).

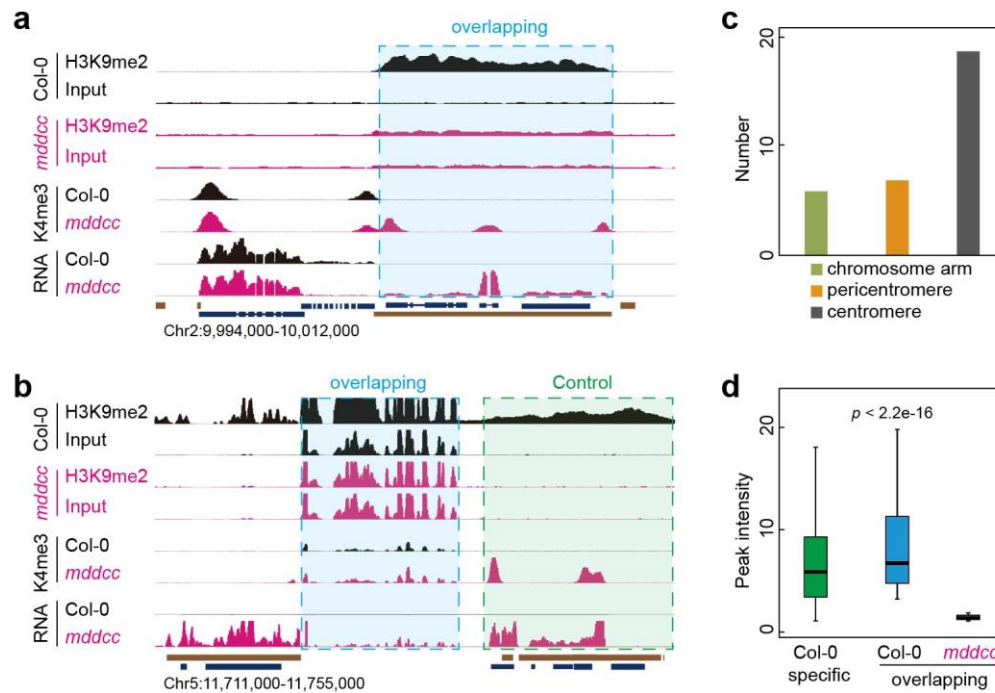

**Fig. S5. The “Overlapping” H3K9me2 signals in *mddcc* are likely noises.**

**a** and **b**, Representative genome browser views of “overlapping” H3K9me2 peaks between Col-0 and *mddcc* in Fig. 2a (Type VII). In contrast to canonical H3K9me2 (Control, green shadow), relatively low/similar signals were found in both H3K9me2 ChIP-seq and input at the “overlapping” H3K9me2 loci. Moreover, RNA-seq signals were only observed in the “overlapping” H3K9me2 loci of *mddcc*. **c**, Distribution of the “overlapping” H3K9me2 loci in the genome. **d**, Peak intensity of the “overlapping” H3K9me2 of *mddcc*. The  $p$  value was calculated by Student’s  $t$  test.

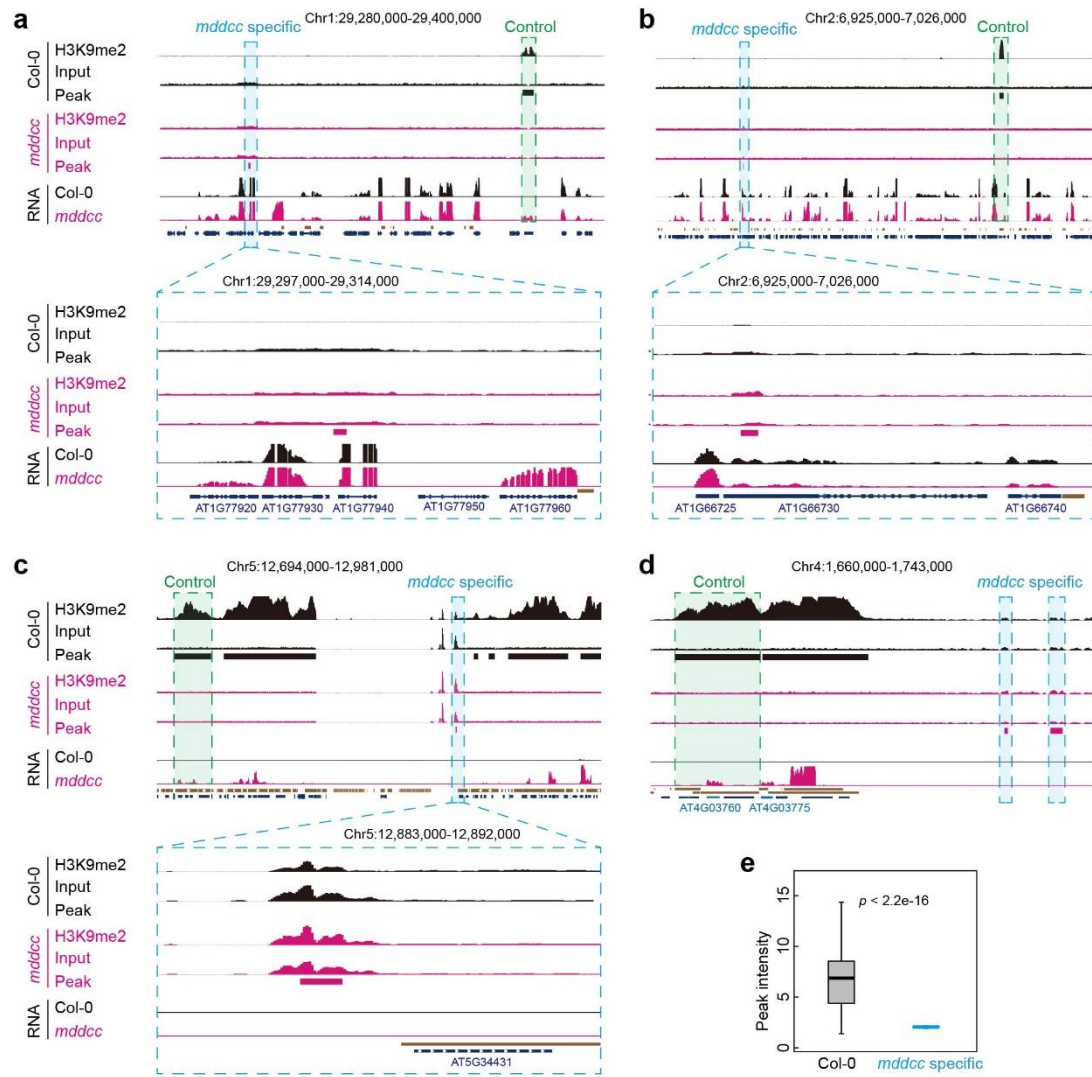

**Fig. S6. The “*mddcc* specific” H3K9me2 signals are likely noises.**

**a–d**, Representative screenshots of “*mddcc* specific” H3K9me2 peaks in Fig. 2a (Type VIII). BroadPeak file generated from MACS2 displays the called peaks (black and red bars). In contrast to the canonical H3K9me2 (Control, green shadow), low signals appeared in both H3K9me2 ChIP-seq and input at the “*mddcc* specific” H3K9me2 loci. Similar RNA-seq signals were observed at these loci of *mddcc* and Col-0. **e**, Peak intensity comparison for H3K9me2 in Col-0 and only in *mddcc*. The *p* value was calculated by Student’s *t* test.

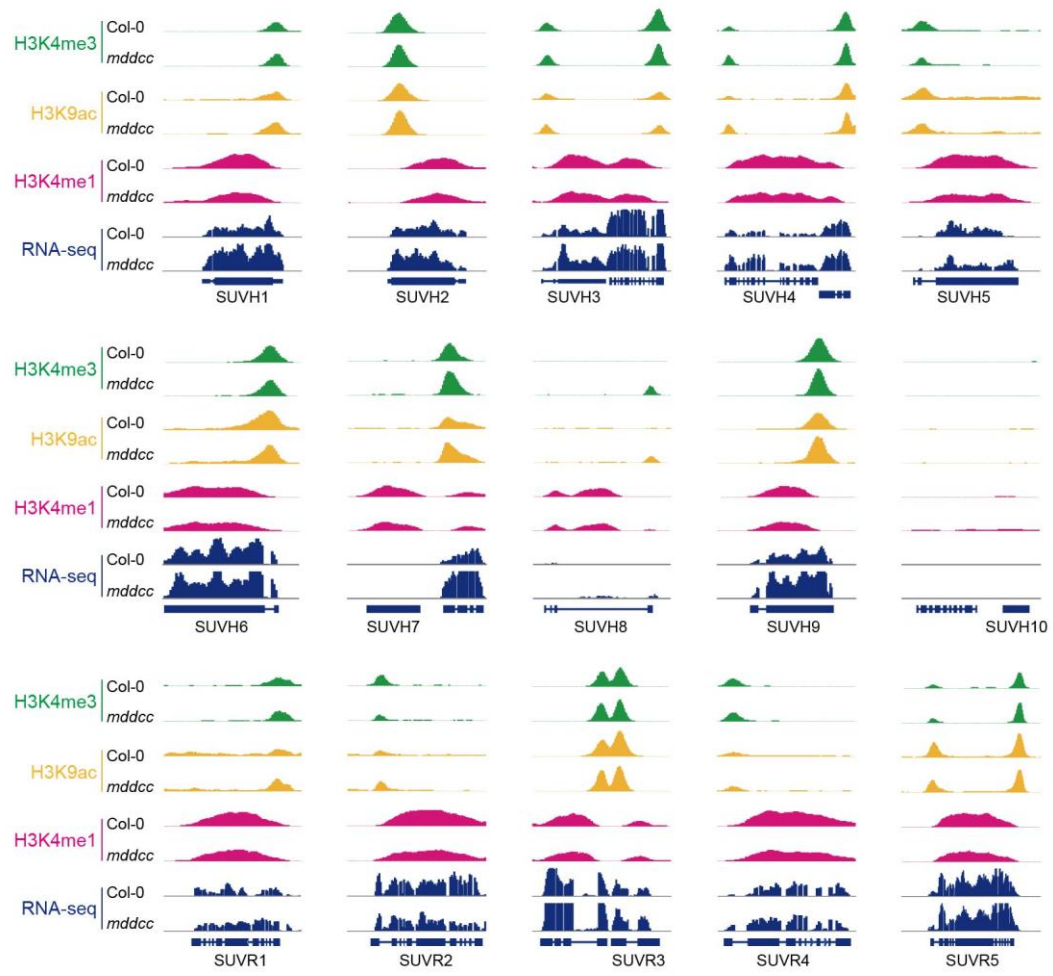

**Fig. S7. Similar patterns of histone modifications and expression of *SUVH* and *SUVR* genes between Col-0 and *mddcc*.**

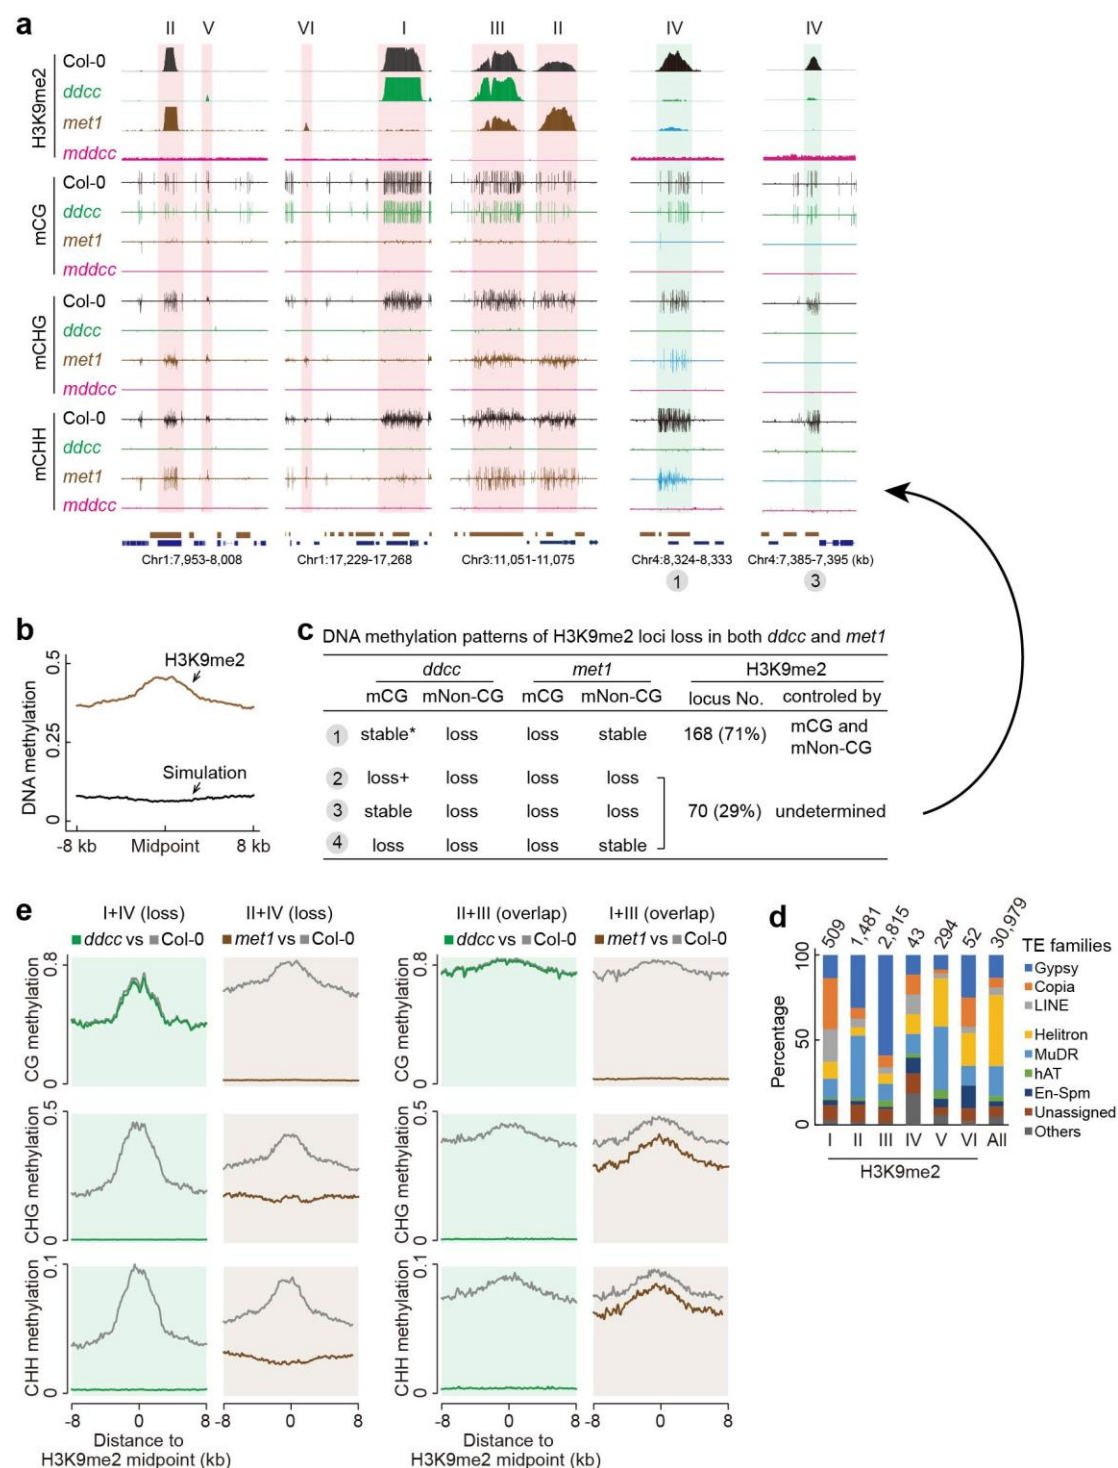

**Fig. S8. Impacts of CG and non-CG methylation on the deposition of H3K9me2.**

**a**, Representative examples of the indicated types of H3K9me2 marks. **b**, DNA methylation surrounding H3K9me2 in the wild type. Simulation indicates randomly selected genomic regions without H3K9me2. **c**, DNA methylation patterns of H3K9me2 loci lost in both *ddcc* and *met1*. Most (71%) of these H3K9me2 loci are controlled by CG and non-CG methylation separately.

\*Stable means that there is no significant change in DNA methylation in the specific region. +Loss

means more than 50% reduction of DNA methylation in specific region in mutant compared with the wild type. mCG, methylated CG; mNon-CG, methylated non-CG including methylated CHG and CHH. **d**, Types of TEs marked by the indicated types of H3K9me2. **e**, Distribution of DNA methylation at the indicated categories of H3K9me2 loci in *ddcc* and *met1* compared with the wild type.

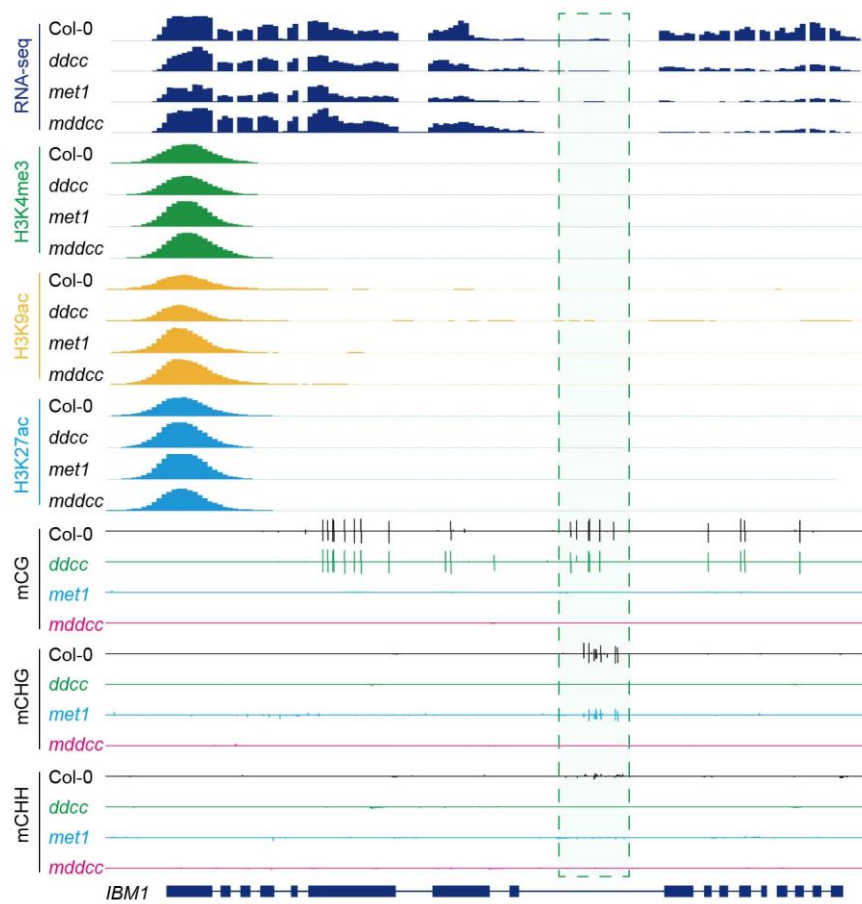

**Fig. S9. DNA methylation is required for proper *IBM1* expression.**

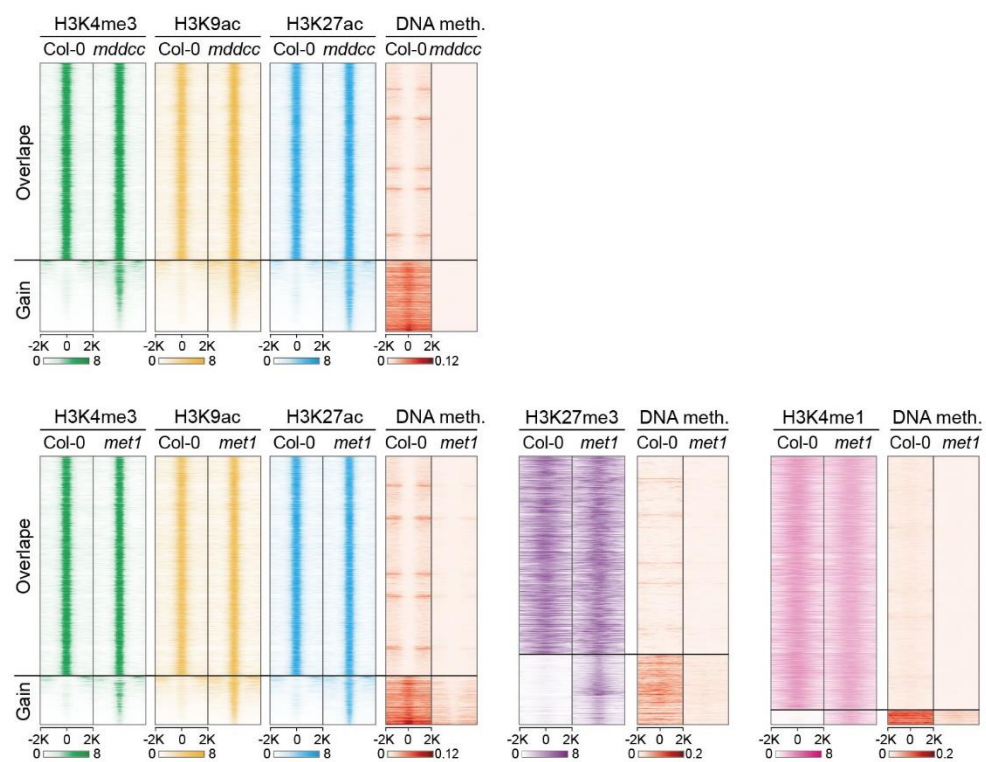

**Fig. S10. Heatmap representation of histone marks and DNA methylation changes in the wild type and indicated mutants.**

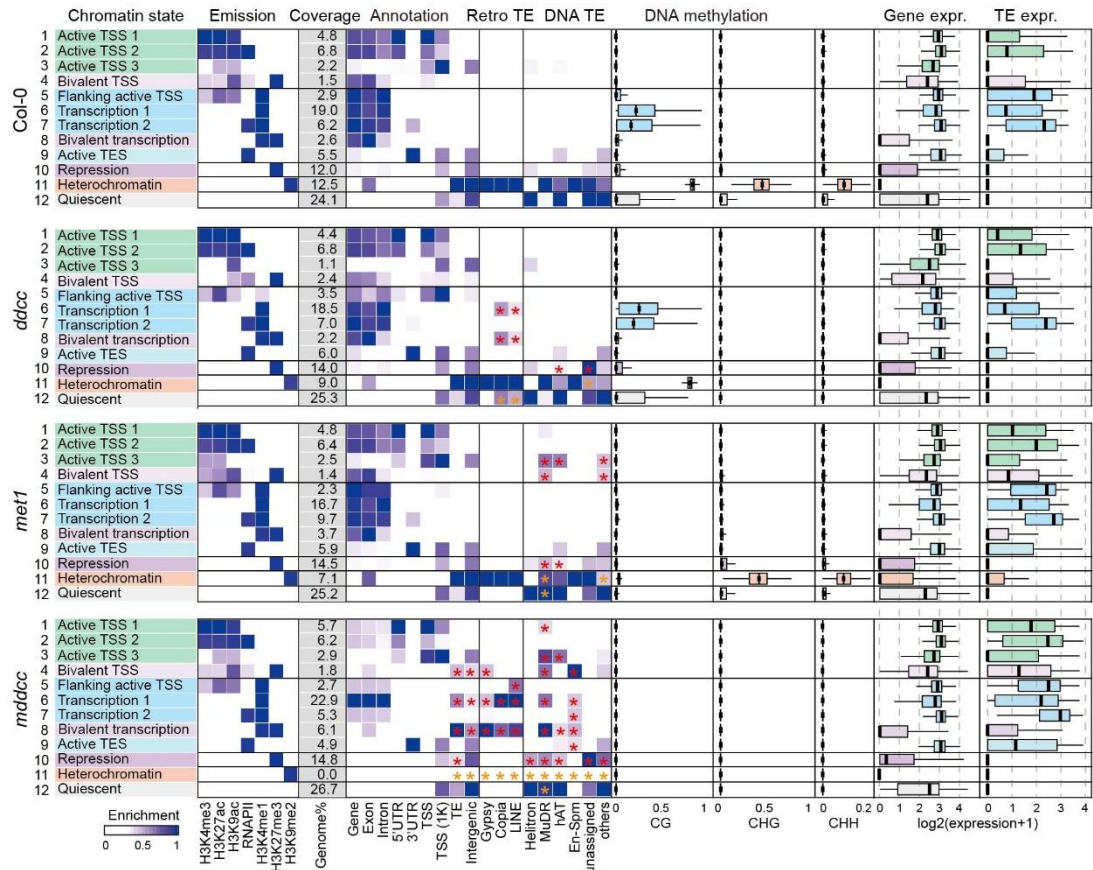

**Fig. S11. Chromatin states, genomic annotation, TE enrichment, DNA methylation, and gene and TE expression in the indicated genotypes.** Same/similar chromatin states are defined based on emission probability of six modified histones and RNAPII occupancy in all genotypes. Red and yellow asterisks indicate higher and lower enrichments in mutant than the wild type, respectively.

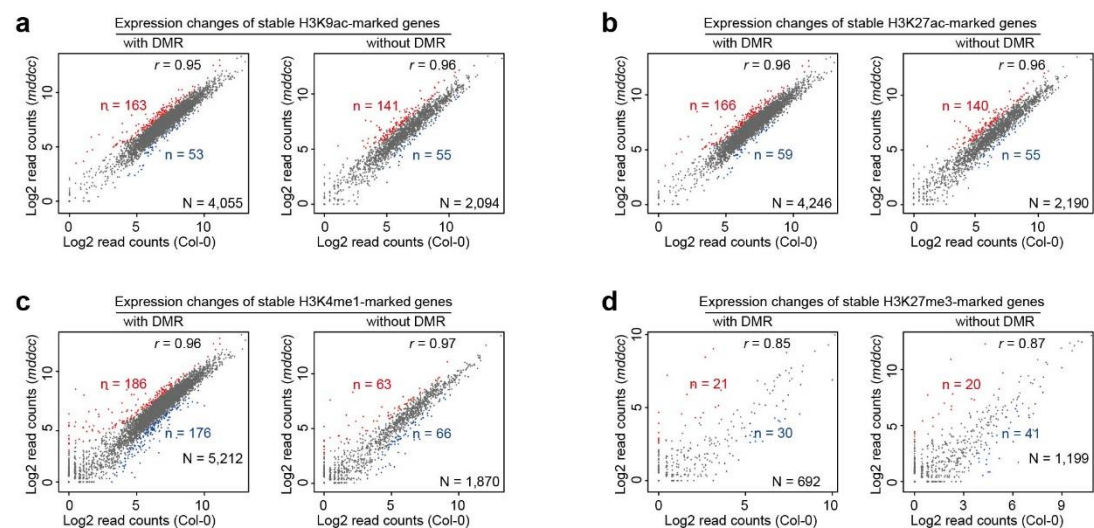

**Fig. S12.** Dot plot depicting the transcript changes in genes marked by stable histone marks associated with or not associated with differentially methylated regions (DMR) in *mddcc* and the wild type.

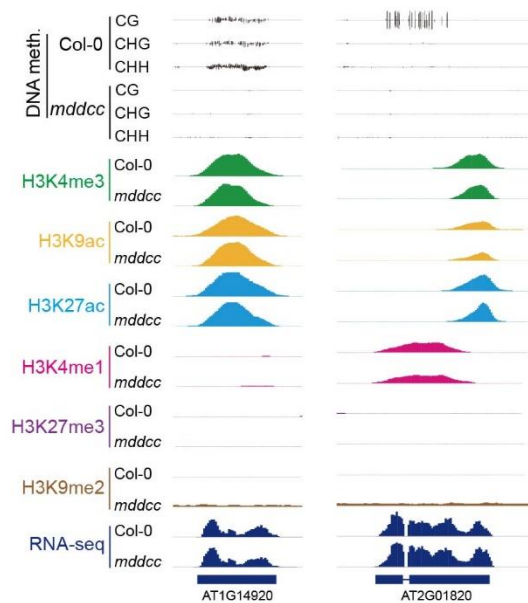

**Fig. S13. Examples of no significant effect of DNA methylation on the expression of genes with stable histone modifications.**

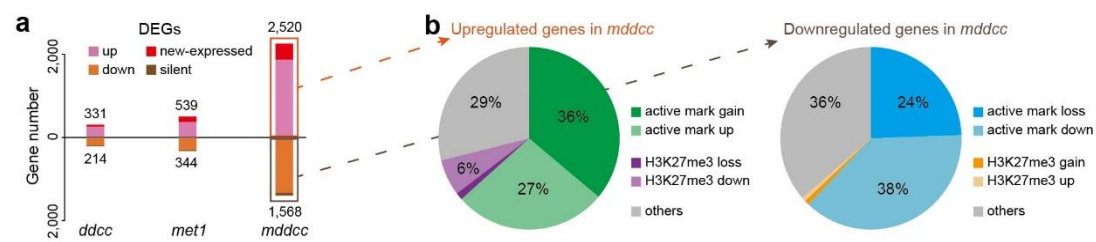

**Fig. S14. Relationship between histone modifications and expression of protein-coding genes in DNA methylation-free mutants.**

**a**, Numbers of differentially expressed genes (DEGs) in *ddcc*, *met1* and *mddcc* compared with the wild type. **b**, Histone modification compositions of DEGs in *mddcc*.

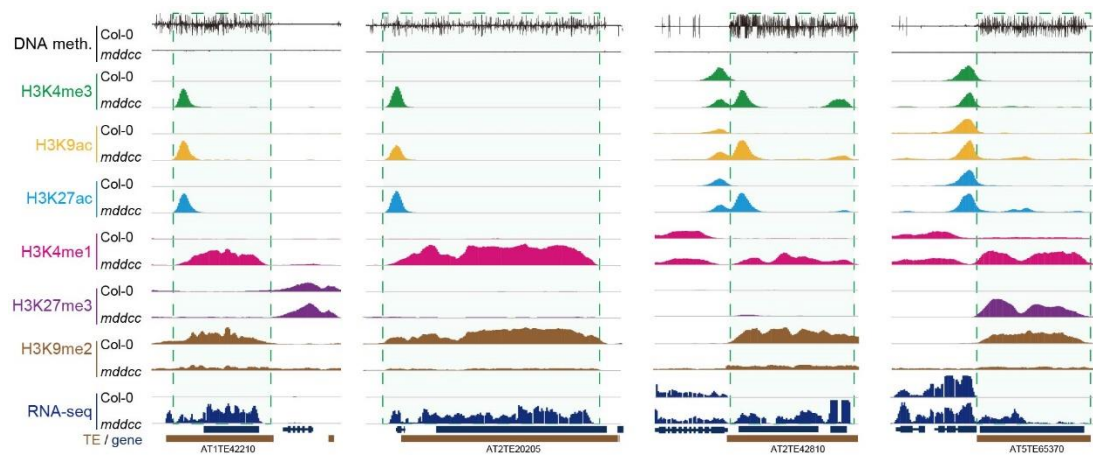

**Fig. S15.** The epigenetic patterns of transposed TEs in *mddcc*.

How the deposited data were processed for this re-analysis (not part of the article)

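RNA was measured in 12 processed files labelled as 3 replicates each of 2-week-old *met1*, 5-week-old Col-0, 5-week-old *ddcc* and 5-week-old *met1*. Conditions and replicate numbers were taken from the sample labels and checked against Table S1. The eChIP-seq data, *mddcc* and the 2-week-old Col-0 and *ddcc* were not analysed here.

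The authors trimmed reads with Fastp, mapped them to TAIR10 with Hisat2, kept reads with a mapping quality of at least 30 and counted reads per gene with HTSeq-count. Versions, the gene annotation and the strand setting are not named in the paper's text. The deposited values are log2 of reads divided by the library's size factor, plus a pseudocount of 1, with 1 value per gene and library and no pooling of replicates. For each library the log was undone and the smallest positive value was taken as the worth of 1 read. Every value then came out whole (100%, with a largest deviation of 6.9e-08). The size factors of 5-week-old Col-0 and *ddcc* were recomputed as the median of ratios over these 6 libraries and were the same. The 2-week-old *met1* files and the files labelled as 5-week-old *met1* come from tables with other size factors and gene lists, so tests were made within the table of Col-0 and *ddcc* only. The files labelled as 5-week-old *met1* hold the reads of Col-0 and were left out, and with them every comparison planned for *met1* at 5 weeks.

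The design written before the data were examined assumed read counts, a count-based test and TMM normalization. Since the files hold log2 values, the test was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes with an intensity trend on the deposited log2 values, for the 2 groups alone and without covariates. Genes entered when they reached the equivalent of 10 reads in a library of median size in at least 3 libraries and had at least 15 reads in total. DEGs had a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change over 1. Median expression in 2-week-old *met1* used TMM factors computed from the recovered reads (30% of M values and 5% of A values trimmed) and counts per 1000000 reads (CPM) plus 1. The limma fit was tested on simulated counts for 17005 genes with 200 changed by a log2 fold change of 2. It called 199 of the changed genes in the right direction and 0 of the others. The changed genes were drawn only from genes with higher mean reads, and genes of like expression were given the same spread. The simulation therefore does not test calls on genes nearly silent in Col-0, such as most TE genes that were higher in *ddcc*.

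TE genes were the identifiers with a suffix in the files. All 2017 matched the reference annotation, which calls 2015 of them pseudogenes. Gene positions, exonic lengths and GC content came from TAIR10.1, matched by locus tag for 25100 of 25422 identifiers. The nuclear chromosomes of this build sum to 119146348 bp. With the plastid genome this leaves 366924 bp of the genome size of 119667750 bp in the methods, where TAIR10.1 has a mitochondrial genome of 367808 bp. TEs of Table S2 were matched to TE genes by any overlap in these coordinates. Tables were made with Python 3.11.15, numpy, pandas 2.3.3 and SciPy 1.17.1.

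Genes named in the text follow a rule written beforehand: the genes mutated in the lines, IBM1 and ROS1, SUVH1 to SUVH10 and SUVR1 to SUVR5 where they are DEGs, the 3 DEGs with the largest and the 3 with the lowest log2 fold change whose *ddcc* libraries all lie beyond all Col-0 libraries, and DEGs in the window of Fig. S2a. Alternatives set before the data were examined were total counts as the only scaling, no filter, a filter of 10 reads in every library, an adjusted p-value under 0.05 without a fold change threshold, the replicate number as a block, each library left out in turn, reads thinned to the smallest library, and TE genes defined by overlap with Table S2. For the 2-week-old *met1* medians they were total counts, a pseudocount of 0.1, the filter of 10 reads and each library left out. Limma-voom and TMM on the recovered reads, a pseudocount of 0.1 in the limma comparison and the deposited log2 values for the *met1* medians were added after seeing the data. In the fits that each left out 1 library, the filter was first kept at 3 libraries. This removed most TE genes when a *ddcc* library was left out, since 2 *ddcc* libraries remained. After that result was seen, the filter was changed to ask for as many libraries as the smaller group had left, the rule of the planned filter. Both are reported, with the first rule as an added alternative. Pairing by replicate number comes from the labels and Table S1. The paper does not say that plants with the same number were grown or sequenced together.

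Between 10105057 and 13989374 reads per library were counted on genes, and between 56.7% and 65.8% of them lay on plastid genes, which leaves 3938275 to 5310477 reads on nuclear genes. Floors of 3 reads cover counting error only, since reads without molecular identifiers are not independent molecules.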

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

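The predictions of the tests in this part were written before their results were seen. The test of genes near the mutated loci was chosen after a lower gene was seen beside DRM1. In 5-week-old *ddcc* against Col-0, 861 of 17005 tested genes were DEGs, 663 higher and 198 lower in *ddcc*. The 3 *ddcc* libraries lay beyond the 3 Col-0 libraries at all 861 DEGs and at 40.6% of the tested genes, where chance gives 10%. Of the 10 ways to split the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and 1 of these 4, the real split, gave as many DEGs. The other splits gave 0 DEGs, with 159 to 699 genes at an unadjusted p under 0.05 against 6144 in the real split. The remaining 6 of the 10 splits part a single same-numbered pair. With 10 splits the share cannot fall below 0.1, so the share by itself says nothing for or against chance.

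Several technical explanations were tested on the DEGs. After each library's trend with GC content was taken out, 95.1% of the DEGs remained, and after the trend with gene length 98.4% (16808 of 17005 genes had both properties). These steps moved the log2 fold changes of the DEGs by at most 0.29 and 0.14, against a median size of 1.62. These trends were small beside the changes, so taking them out could remove few DEGs. With reads thinned to the smallest library, 90.8% remained. Plastid genes took a larger share of reads in *ddcc*, and with size factors from nuclear protein-coding genes and TE genes 99.8% of the DEGs remained. These size factors differed by -0.209% to 0.236% from those of all genes, so this step corrected almost nothing and tests little. Tracts from another strain carried along with the mutations could change genes near them, although the paper's methods give all mutant lines as Columbia. DEGs other than TE genes made up 4.66% of the 1073 tested genes within 1 Mb of DRM1, DRM2, CMT2 or CMT3 and 4.33% of the 15529 elsewhere (odds ratio 1.08, two-sided Fisher's exact test, p = 0.59). The genotype is a candidate source of these changes, as a hypothesis that these tests do not establish.

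In the same comparison, 126 of 206 tested TE genes were higher in *ddcc* and 4 were lower. Of the 126, 99 had at most 3 reads in every Col-0 library. Such genes could pass the filter only through their *ddcc* reads, so the ratio of higher to lower overstates the difference. Among all 1046 listed TE genes without the filter, 194 were higher and 9 lower. Of the splits that part all same-numbered pairs, 1 of 4 gave as many TE genes changed one way. All of the 126 (100%) remained after the correction for GC content, after that for gene length and with the nearly unchanged size factors from nuclear genes, and 92.1% with thinned reads. The corrections for GC content and gene length moved the log2 fold changes of these TE genes by at most 0.27 and 0.05, against a median of 5.23 and a smallest value of 1.19, so these trends were small and changes from near silence test them weakly. Reads shared between copies of a TE were not tested, since the authors removed reads of low mapping quality before counting. The loss of non-CG methylation in *ddcc* may be behind these TE genes, as a hypothesis, since DNA methylation was not analysed here.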

How the results depend on the processing

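The comparison of 5-week-old *ddcc* with Col-0 had 861 DEGs, 77% of them higher in *ddcc*. Its count stayed within 1.5 times of 861 without a filter (984), with at least 10 reads in every library (621), with total counts as the only scaling (1227) and with thinned reads (827). Without a fold change threshold and at an adjusted p-value under 0.05, 3634 genes passed. Total counts moved the split of the calls, with 440 higher (35.9%) and 787 lower, and shifted the median log2 fold change of all genes from -0.03 to -0.35. This scaling counts plastid reads, whose share is larger in *ddcc*. Of the 861 DEGs, 637 were also DEGs under it. From 554 to 958 genes passed across the 6 fits that each left out 1 library. The number higher in *ddcc* lay from 460 to 757 in these fits, against 663. The number lower lay from 85 without Col-0 replicate 2 to 208 without Col-0 replicate 3, against 198. These fits used a filter of as many libraries as the smaller group had left. That rule was chosen after seeing the result of an earlier one, which kept the filter at 3 libraries and gave from 403 to 921 DEGs and from 9 to 125 TE genes higher in *ddcc*. Without *ddcc* replicates 1, 2 and 3 it gave 462, 403 and 533 DEGs and 10, 9 and 10 of 89, 90 and 90 tested TE genes, since TE genes silent in Col-0 could not reach 3 libraries. The number of TE genes is thus stable only under the rule chosen later. Among alternatives added after seeing the data, TMM gave 876 DEGs, limma-voom 828 and a pseudocount of 0.1 gave 825, and 860, 796 and 814 of these were among the 861. The size factors planned as an alternative are those the files include.

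With the replicate number as a block, 1017 genes were DEGs, 719 higher and 298 lower in *ddcc*. Of these, 851 were among the 861, and 125 TE genes were higher. Same-numbered Col-0 and *ddcc* libraries deviated from their group means with a mean correlation of 0.083 across genes, and differently numbered ones with -0.0412. The pairing therefore has little support in the data.

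The number of TE genes higher in *ddcc* was 126. It depended on the filter: 194 without one, and 7 of 71 tested with at least 10 reads in every library, a filter that removes TE genes silent in Col-0. Under the other settings, apart from the earlier leave-one-out filter above, it lay between 116 and 138, including 125 with total counts, 131 without a fold change threshold, 116 (110 of them TE genes in the files) when TE genes were defined by overlap with Table S2 over at least 50% of their length, and from 117 to 138 across the 6 fits that each left out 1 library. Table S2 consists in part of TEs that the paper found upregulated in the mutants, so the definition by overlap selects partly for the outcome and does not test the count independently. Of the log2 fold changes of 16 named genes, 0 of 303 values under the alternatives changed their sign. In 9 the gene no longer passed the thresholds: COR413-PM1 and AT2G16050 with a library left out, and AT5G28237 with limma-voom. In 5 a gene passed that had not: DRM2 with total counts, with the replicate number as a block and without a fold change threshold, and MET1 and CMT2 without a fold change threshold, where their fold changes are the same and only the threshold differs.

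The median expression of TE genes on Table S2b TEs in 2-week-old *met1*, 2.07, was 1.72 with a pseudocount of 0.1, 2.66 for TE genes with at least 10 reads in every library and 5.38 in the deposited log2 values, and lay from 2.04 to 2.11 with each library left out. The difference between TE genes on TEs of 3 kb or more and under 2 kb was -0.13. It lay from -0.20 to -0.09 with each library left out, and changed its sign to 0.28 with at least 10 reads in every library. That filter kept 68.7% of the TE genes on TEs of 3 kb or more, 85.4% of those at 0.5 to 2 kb and 81.8% of those under 0.5 kb, so it removed a larger share of TE genes with few reads from the longest class. The cause of the other shifts was not tested. Of 55 medians of superfamilies under the alternatives, 21 moved by more than the spread between libraries. With at least 10 reads in every library, En-Spm stayed highest at 3.71 ± 0.213, followed by Gypsy at 2.86 ± 0.154. The median of hAT, 2.16 ± 0.0577, then lay near those of LINE (2.18 ± 0.180), Copia (2.27 ± 0.222) and MuDR (2.31 ± 0.0662).

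The comparisons of 5-week-old *met1* with Col-0 and with *ddcc*, of 2-week-old with 5-week-old *met1*, the comparison of TE superfamilies between the mutants and the fit on all 5-week-old libraries were not run, since the files labelled as 5-week-old *met1* hold reads of Col-0. The tests planned for counts were replaced by limma on the deposited log2 values. Whole reads were recovered, and limma-voom and TMM on these reads, added after seeing the data, stand in for them. Nuclear genes received 3938275 to 5310477 reads per library, and TE genes with a few reads per library are limited by this depth.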

Differences from the paper's values

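The paper's Table S1 gives 3 RNA-seq repeats with reads of their own for 5-week-old *met1*, and the files analysed here hold 0, since the reads in the 3 files with this label are those of Col-0. No alternative set before the data were examined applies to this number. For the other 3 groups analysed here the numbers are the same, 3.

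In Fig. 7b the median log2(expression + 1) of TEs derepressed in *met1* is about 5.5, read by eye, as the paper's value. The median over TE genes on Table S2b TEs in 2-week-old *met1* was 2.07 on the scale of TMM-normalized CPM. None of the alternatives set before the data were examined closed the gap: the median was 2.07 with total counts, 1.72 with a pseudocount of 0.1, 2.66 with at least 10 reads in every library and from 2.04 to 2.11 with each library left out. In the deposited log2 values, an alternative chosen after seeing the values, it was 5.38.

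Fig. S2a draws an RNA-seq track for 5-week-old *met1* that is unlike the Col-0 track of the same age. In the files with this label the reads of all 22607 shared genes are those of Col-0.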

Other observations

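The tests on the files labelled as 5-week-old *met1* as a mislabelled sample were chosen after the result was seen, and the predictions of the other tests in this part were written before their results. The reads in these files were identical to those of the Col-0 file with the same number at 67821 of 67821 gene and file pairs, while Col-0 replicates 1 and 3 were identical at 24 of 8158 genes with at least 100 reads. The files nevertheless come from another table than the Col-0 files. They list 24337 genes, with 1730 that the table of Col-0 and *ddcc* does not list and without 544 that it does. The Col-0 reads do not explain the extra genes, since at most 1 Col-0 read was counted over the 3 libraries at each of the 1730 and none at 1320 of them.

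Of the 1730 genes, 870 (50.3%) were TE genes, against 144 of the 544 (26.5%) listed only in the table of Col-0 and *ddcc* (odds ratio 2.81, two-sided Fisher's exact test across genes, p = 3.4e-23). Deeper libraries in the same table would add genes with few reads. Among the 2244 genes with 2 to 5 reads over Col-0 and *ddcc*, 22.8% were TE genes (odds ratio 3.42, two-sided Fisher's exact test across genes, p = 7.8e-73). These 2244 genes have more reads than the 1730 can have, since the table of Col-0 and *ddcc* lists genes from 2 reads. Genes listed in both tables were TE genes in 3.99% of cases, so the share was larger where reads were few. Depth alone is therefore not excluded. Of the 870 TE genes, 414 (47.6%) overlapped a TE that Table S2b lists for *met1*, against 17 of the 144 (11.8%). The 144 are a low reference. Among all 1046 TE genes in the table of Col-0 and *ddcc*, 341 overlapped Table S2b and not Table S2a, against 402 of the 870. A candidate explanation is that *met1* libraries were in the table when it was filtered and that Col-0 columns were written out under their name. Another line that expresses these TEs would give the same pattern, and the test does not separate them.

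In 5-week-old *ddcc* against Col-0, the 3 DEGs with the largest log2 fold change were SDC, AT3G45520 and AT3G30844. SDC (chromosome 2, 7682162 to 7684083, plus strand) had 3, 2 and 2 reads in Col-0 and 4092 ± 517 normalized reads (SD, n = 3) in *ddcc*, at least 1301-fold higher than 3 reads (adjusted p = 4.2e-09, limma). It overlaps 1 gene on the opposite strand, AT2G17695. In 2-week-old *met1* it had 757, 666 and 719 reads. AT3G45520, a Copia TE gene on chromosome 3 (16692706 to 16696797), was at least 575-fold higher (adjusted p = 6.8e-07, limma). It overlaps a TE that Table S2d lists as expressed in Col-0, and had 1, 3 and 2 reads in 5-week-old Col-0. The TE gene AT3G30844 (chromosome 3, 12602729 to 12606196) was at least 101-fold higher (adjusted p = 1.9e-07, limma).

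The 3 DEGs with the lowest log2 fold change were ENODL17, AT4G08112 and AT5G28237. ENODL17 (chromosome 5, 4984919 to 4986377, minus strand) lies 4970 bp upstream of DRM1, a gene mutated in *ddcc*. It had 90, 123 and 72 reads in Col-0, 1, 0 and 1 in *ddcc* and 330, 246 and 390 in 2-week-old *met1*. It was at least 24.1-fold lower in *ddcc* than in Col-0 (adjusted p = 2.2e-05, limma). The TE gene AT4G08112 (chromosome 4, 5060280 to 5063306) was at least 6.68-fold lower (adjusted p = 0.00016, limma) and had 0 reads in 2-week-old *met1* too. AT5G28237 (chromosome 5, 10207287 to 10213598) fell from 151 ± 113 to 6.95 ± 2.66 normalized reads, a log2 fold change of -4.07 (standard error 0.45, adjusted p = 0.00024, limma), and did not pass with limma-voom (adjusted p = 0.017, limma; from 4.2e-05 to 0.017 over the alternatives).

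ROS1 (chromosome 2, 15307907 to 15314807, minus strand) encodes a DNA demethylase. In 5-week-old plants it had 391 ± 49.8 normalized reads in Col-0 and 37.5 ± 23.2 in *ddcc*, a log2 fold change of -3.58 (standard error 0.43, adjusted p = 0.00042, limma), and 0, 1 and 14 reads in 2-week-old *met1*. IBM1 (chromosome 3, 2425884 to 2433113, plus strand), which the paper reports as strongly downregulated in *ddcc* (Fig. S9), had 314 ± 13.4 normalized reads in 5-week-old Col-0 and 244 ± 33.7 in *ddcc* over the whole gene, a log2 fold change of -0.37 (standard error 0.12, adjusted p = 0.057, limma). It was lower in 3 of 3 *ddcc* libraries than in any Col-0 library, and it was not a DEG. With total counts as the only scaling its log2 fold change was -0.70 (adjusted p = 0.0022, limma), still short of the fold change threshold. Without *ddcc* replicate 3 it was -0.27 (adjusted p = 0.15, limma). IBM1 had 120, 101 and 152 reads in 2-week-old *met1*. Reads per gene do not separate the parts of IBM1 before and after the methylated intron that Fig. S9 marks. The paper used 2-week-old plants for its later analyses, so its statement on IBM1 may concern a younger age than the comparison here. Of 15 SUVH and SUVR genes, 10 were tested and 0 were DEGs, with log2 fold changes between -0.67 and 0.81. Of the 10, 9 were lower in *ddcc*. An unadjusted p under 0.05 was reached by 3, of which 2 were lower, and the smallest adjusted p was 0.043 (limma).

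Table S2a lists TEs upregulated in *ddcc*, without naming an age, and was taken to be for 2-week-old plants, which the paper used for its later analyses. Of the TE genes that overlap them, 86 were tested at 5 weeks and 85 of these were higher in *ddcc*, with a median log2 fold change of 5.44, above those of 100% of 10000 random lists of other TE genes matched on mean expression (median of the lists 2.81). Without the filter, 127 of the 128 listed TE genes had a positive log2 fold change and 98 passed the thresholds, against 71 of 577 TE genes that overlap neither Table S2a nor Table S2b. This is consistent with an increase at both ages. TE genes that overlap a TE of Table S2b and none of Table S2a also lay high, with a median of 3.99 above 97.2% of the random lists, but only 6 of them were tested. Without the filter, 25 of 341 passed (7.33%), below the 12.3% of the TE genes on neither list. By direction they lay above these, with 295 of 341 positive (86.5%, median log2 fold change 0.69) against 422 of 577 (73.1%, median 0.52). The matching is on a mean that contains the *ddcc* reads, so both percentiles carry part of the fold change they test.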
